# Enhancer reprogramming promotes the activation of cancer-associated fibroblasts and breast cancer metastasis

**DOI:** 10.7150/thno.75853

**Published:** 2022-10-24

**Authors:** Qian Li, Xuejiao Lv, Chunyong Han, Yu Kong, Zhongye Dai, Dawei Huo, Ting Li, Dapeng Li, Wei Li, Xing Wang, Qian Zhao, Jie Ming, Wen Yang, Yang Chen, Xudong Wu

**Keywords:** cancer-associated fibroblasts, metastasis, enhancers, transcription factors, JUN

## Abstract

**Rationale:** Cancer associated fibroblasts (CAFs) are a subpopulation of cells within the tumor microenvironment that usually promote cancer progression and metastasis. Hence it is critical to find out the driving factors and mechanisms for the development of CAFs from normal fibroblasts (NFs) in response to sustained stimulation of cancer cells. Here we perform transcriptomic and epigenomic analyses in paired NFs and CAFs associated with breast cancer metastasis to investigate the molecular mechanisms for stromal fibroblasts reprogramming.

**Methods:** We conducted transcriptomic analyses in paired NFs and CAFs isolated from clinical specimens of breast cancer patients with metastasis. Meanwhile, genome-wide mapping of histone marks H3K4me1 and H3K27ac was also performed to characterize CAF-specific enhancer landscape. The function and mechanisms of activated JUN in stromal fibroblasts were studied using* in vitro* and *in vivo* models.

**Results:** We have identified CAF-specific signature genes and activated enhancers, which are significantly associated with pro-metastatic programs. Among the CAF activated enhancers, FOS and JUN family of transcription factors are enriched. In line with this, we find that JUN protein is highly activated in the stroma of metastatic breast cancers. And through gain and loss-of-function studies, we demonstrate that activated JUN is necessary and sufficient to remodel enhancers and maintain the activation of CAF-specific enhancers, and thereby promotes breast cancer invasiveness in a non-cell-autonomous manner.

**Conclusions:** Our study gets an insight into the transcriptomic features of invasive breast stroma and transcription regulatory mechanisms for stroma cell transformation, providing a proof-of-concept of stroma-targeting strategy in cancer treatment.

## Introduction

It has been well recognized that tumor initiation and progression are controlled by both cell-autonomous and non-cell-autonomous mechanisms. During tumor development or in response to therapeutics, fibroblasts, immune cells, the extracellular matrix and other cellular or non-cellular components constitute a highly complex and plastic tumor stroma. The specialized niche, also termed as tumor microenvironment (TME) is reconstructed by cancer cells for their own benefit 1, 2. In some cases, the gene expression of stromal cells even defines the cancer subtypes with metastasis and relapse 3-5. Accordingly, suppression of stromal functions leads to the constraint of tumor progression 1, 3, 6-8. Therefore, mechanistic understanding of TME formation and adaptation to cancer progression may open new anti-stroma therapeutic avenues.

Breast cancers are the commonest women malignancy and the second leading cause of cancer-related death in women in the world. Different molecular subtypes have been identified. The luminal subtypes (A or B) account for the majority of breast cancers and are characterized by expression of hormone receptors for estrogen (estrogen receptor α, ERα) and/or progesterone (PR) with or without expression of human epidermal growth factor receptor 2 (HER2). Whereas basal-like subtypes do not express hormone receptors and have the highest recurrence rate. Irrespective to the subtypes, the metastasis to the lymph nodes and distant organs, such as bone, lung, liver, and brain is associated with unfavorable prognosis 9. Thus, it is urgent to dissect molecular mechanisms for breast cancer metastasis.

Notably breast cancers are characterized by an extensive desmoplastic stroma, mainly composed by cancer associated fibroblasts (CAFs). Compared with normal fibroblasts (NFs), CAFs generally have a higher proliferation rate and are more invasive. More importantly, CAFs have been shown to potentiate metastasis by releasing multiple growth factors and cytokines, and remodeling the extracellular matrix, etc. Inhibition of distinct pro-metastatic factors in subtype-specific CAFs has been shown to counter breast cancer progression 5, 10-14. However, a common molecular basis for the activation of pro-metastatic programs is still lacking.

Emerging evidences have demonstrated that CAFs are activated fibroblasts as a result of cancer cells' education 10, 15. A variety of extracellular signaling pathways have been found to drive the transition from NFs to CAFs (CAF activation) 14, 16-21. In contrast, how intracellular mechanisms are co-opted for the reprogramming of cell fates remains poorly characterized. Different from the genome instability in epithelial cancer cells, the genome in CAFs remains relatively stable during tumor progression. The differences between NFs and CAFs in the phenotypes or expression profiles mainly originate from epigenomic alterations. Therefore, a systematic view of the dynamic changes of chromatin landscapes during CAF activation is the key to understanding the molecular mechanisms for the stroma cell transformation.

Among the *cis*-regulatory elements, enhancers play key roles in the control of the specific gene expression programs over large distance that determine cell types or cellular states 22-24. The recruitment of lineage-defining or signal-regulated transcription factors (TFs) on the emerging enhancers is an essential targeting process for the intervention of cell fates in response to intracellular or extracellular cues. Meanwhile chromatin-modifying enzymes are deposited to catalyze histone H3 lysine 4 mono-methylation (H3K4me1), and additionally catalyze histone H3 lysine 27 acetylation (H3K27ac) upon activation 25. Enhancer reprogramming has been shown to be a leading cause of changes in cell types or functions 26, 27. Therefore, it would be interesting to find out how enhancers are remodeled during CAF activation.

Here by genome-wide mapping of the characteristic histone marks H3K4me1 and H3K27ac in paired NFs and CAFs derived from metastatic breast cancer patients, we identify the breast CAF-specific active enhancers (*cis*) and potential binding TFs (*trans*) that may drive CAF activation. Among the top enriched binding factors are FOS and JUN family proteins, which usually form activator protein 1 (AP-1) dimmers and bind to their regulatory elements. And we verify the crucial roles of activated AP-1 regulatory networks (*cis* and *trans*) in NFs to induce CAF-activated enhancers and acquire pro-metastatic functions. More importantly, we demonstrate that the inhibition of JUN transcriptional activity disrupts the AP-1 regulatory networks in CAFs and attenuates breast cancer metastasis* in vitro* and *in vivo*. Therefore, our study deciphers the dynamic chromatin landscape and transcriptional network during CAF activation, which will hopefully provide a promising strategy for anti-cancer treatments.

## Results

### Pro-metastatic programs are activated in metastasis associated CAFs

To date, rather few datasets are available to compare gene expression profiles of stromal cells from either normal tissues or breast cancers. Here we isolated pairs of CAFs and NFs respectively from dissected tumor tissues or corresponding para-tumoral non-malignant tissues of several patients with breast cancers. To identify the potential transcriptional signatures associated with invasiveness, we selected the cases with lymph node (LN) metastasis, regardless of breast cancer subtypes (Figure S1A). To avoid influence by therapeutics, none of the patients have received radiotherapy or chemotherapy before surgery (Table S1).

As previously characterized, NFs and CAFs are both positive for fibroblast marker VIMENTIN, whereas CAFs specifically exhibit a high expression level of α-smooth muscle actin (α-SMA) (Figure 1A). To examine their effects on cancer cells, we performed transwell assays with breast cancer cells. MDA-MB-231 cells were incubated with conditional medium (CM) from either NFs or CAFs after *in vitro* expansion for 3~5 passages. Compared with the mock medium or the CM from NFs, the CM from CAFs significantly promotes breast cancer cell invasion ability (Figure 1B). These data indicate that the isolated CAFs maintain their intrinsic pro-metastatic activity.

To get an insight into the mechanisms for CAF-supported metastasis in breast cancers, we performed RNA-sequencing (RNA-seq) analysis with seven pairs of primary NFs and CAFs within five passages of optimal culture. As shown by the line plots of Gene set variation analysis (GSVA) 28 score, a significantly upregulated expression of pro-metastatic genes enriched with cytokine production, chemokine production, signaling by VEGF, positive regulation of NF-κB transcription factor activity, tumor necrosis factor mediated signaling pathway, degradation of the extracellular matrix 29 was observed in CAFs (Figure 1C). Nevertheless, the altered expression of individual genes in each of gene sets vary among distinct patient samples, in reflection of inter-tumoral stromal heterogeneity (Figure S1B-G).

To identify the common features, we identified CAF signature genes composing of 144 genes with fold change (paired CAFs/NFs) of mRNA expression levels ≥ 2 in more than 3 pairs (Figure 1D). Despite apparent differences among individual samples, several of these primary CAFs showed similar patterns of CAF signature genes (Figure S1H). A number of genes such as *COL11A1* 30, *HAPLN1* 31 and *CLEC3B* 32 with reported tumor-promoting functions in stroma were among the list of signature genes. And according to the dataset from TCGA, their high expression levels are significantly correlated with lower overall survival probability of breast cancer patients (Figure 1D, Figure S1I). Taking advantage of another independent published microarray dataset (GSE14548), we compared the expression levels of these CAF signature genes in normal and invasive stroma. Interestingly, the CAF signature genes showed significantly higher expression in invasive stroma than the normal counterparts (Figure 1E). Thus, we have successfully generated a transcriptome dataset of breast cancer stroma, which clearly shows that the deregulated expression profiles in CAFs are associated with cancer metastasis and unfavorable prognosis.

### Enhancer reprogramming accompanies with CAF activation

To understand the driving mechanisms for CAF activation, we performed H3K27ac Cleavage Under Targets and Tagmentation (CUT&Tag) 33 analysis in six pairs of NFs and CAFs that were successfully expanded for a few passages (Table S2). Despite similar genomic distribution across these fibroblasts (Figure S2A), dramatic changes of H3K27ac enrichment were observed in all paired samples. Thousands of peaks were specifically identified either in CAFs or in NFs (|fold change| ≥ 2) (Figure 2A). Majority of these peaks were localized outside of annotated promoters (Figure 2B, Figure S2B). After identifying TOP 2,000 promoter regions and non-promoter regions with increased H3K27ac enrichment in CAFs compared with paired NFs, we conducted Principal Component Analysis (PCA) for six paired samples. NFs and CAFs exhibit a clear separation at non-promoter regions, although they are distinguishable at both promoter and non-promoter regions (Figure S2C-D). Moreover, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed that the nearest genes of TOP 2,000 non-promoter regions are highly enriched for cancer related signaling pathways (Figure S2E). Hence these regions with increased H3K27ac enrichment represent potential enhancers for CAFs.

To identify activated enhancers in CAFs, H3K4me1 CUT&Tag analyses were performed in six pairs of NFs and CAFs in addition to H3K27ac (Table S2). At H3K4me1+ sites, we identified 3,333 regions with H3K27ac levels in CAFs ≥ 2-fold than the one in paired NFs in more than 3 pairs, and defined them as the CAF-activated enhancers. At these regions, H3K4me1 profiles look highly similar whereas H3K27ac enrichment is dramatically altered in all paired NFs and CAFs, suggesting that H3K4me1 is preset in NFs and maintained during CAF activation (Figure 2C, Figure S3A-B).

And these activated regions in most of the CAF samples are significantly correlated with higher expression levels of their associated genes compared with their normal counterparts, despite transcriptomic heterogeneity among samples (Figure S3C). More importantly, PCA analysis showed pretty clear separation of CAF-activated enhancers among all NFs and CAFs (Figure 2D). This was further supported by unsupervised hierarchical clustering analysis (Figure 2E). Similarly, we identified 1,881 regions with comparable H3K4me1 enrichment and decreased H3K27ac signals (≤ 1/2-fold than paired NFs in more than 3 pairs) in CAFs (Figure S4A) as the CAF-repressed enhancers. Though CAFs are also distinguishable from NFs according to PCA Analysis of the repressed enhancers, no significant difference in mRNA levels of associated genes was observed in any pair of NFs and CAFs (Figure S4B-C). In contrast, KEGG analysis revealed that the CAF-activated enhancer-associated genes are significantly enriched for signaling pathways strongly related to focal adhesion, paracrine signaling and cancer progression (Figure 2F). For instance, the genomic regions of secreted factor-coding genes such as leukemia inhibitory factor (*LIF*), vascular endothelial growth factor C (*VEGFC*), interleukin 1 beta (*IL1B*) and fibroblast growth factor 1 (*FGF1*), show typical chromatin features of the CAF-activated enhancer (Figure S5). Accompanied with higher H3K27ac enrichment, higher expression levels of these pro-metastatic genes were observed in primary CAFs than in paired NFs (Figure 2G). Collectively, these data indicate that enhancer reprogramming is significantly associated with CAF activation.

### CAF-activated enhancer-enriched JUN is activated in tumor stroma

To determine the potential driving TFs for the enhancer reprogramming during CAF activation, we performed TF binding motif searches at the CAF-activated enhancers. AP-1 motif enrichment is ranked first (Figure 3A) using MEME Suite 34. Besides, Hypergeometric Optimization of Motif EnRichment (HOMER) software 35 also identified AP-1 binding motif as one of the most significantly enriched sequences (Figure S6A). AP-1 family proteins, well characterized homodimers or heterodimers of TFs which consist of JUN (JUN, JUND, JUNB) and FOS (FOS, FOSB, FOSL1, FOSL2) family members, are known to be involved in cell proliferation, apoptosis and neoplastic transformation 36. Recent studies have supported that AP-1 play critical roles in selection and formation of cell-type specific enhancers 37-40. Because JUN is a common component of JUN/JUN homodimers and JUN/FOS heterodimers 36, we focused to examine JUN expression in breast cancer stroma.

According to RNA-seq or immunofluorescence (IF) analysis, no significant changes of JUN mRNA or protein levels were observed in the isolated NFs and CAFs (Figure S6B-C). Nevertheless, when we performed immunohistochemical (IHC) analysis in tumor microarrays, we found that JUN protein levels are significantly higher in tumor stroma than paired para-cancerous stroma in all of the tested samples regardless of their TNM stages or metastasis states (Figure S6D). It is likely that the high JUN expression levels are not perfectly maintained in the* in vitro* culture condition.

Though AP-1 activity is strongly induced in response to numerous signals, JUN transcription activity is mainly enhanced by Jun N-terminal kinases (JNK)-mediated phosphorylation at Ser63/Ser73, which is located in the transactivation domain of JUN 41-44. Thus, we followed to compare the levels of phosphorylated JUN (p-JUN). As shown by IHC analysis in tissue microarrays, p-JUN levels are significantly higher in breast cancer stroma, compared to corresponding para-cancerous tissues (Figure 3B, C). It is worth noting that significantly stronger stroma immunostaining of p-JUN is specific in tumors with LN metastasis (Figure 3D). This was also supported by the observation in primary cultured NFs and paired CAFs which were derived from LN-metastasis breast cancer patients (Figure 3E). Interestingly, we also detected significantly higher levels of p-JUN in the stroma of tumors with higher grade or distant metastasis (Figure 3F). Thus, JUN phosphorylation are associated with activated stroma and tumor invasiveness.

### Phosphorylated JUN drives enhancer activation and confers inflammatory CAF-like functions to fibroblasts

Then we would follow to find out whether phosphorylated JUN is sufficient to confer a CAF-like feature if overexpressed in NFs. Owing to the limited cell numbers and passages of primary fibroblasts, we transduced immortalized human embryonic lung fibroblasts MRC5 cells with FLAG-tagged JUN wild-type (WT) or inactive mutant whose JNK-phosphorylation sites are mutated to Alanine (both Ser63 and Ser73 to As, termed as JUN AA). As examined by Western blot (WB) assays, JUN WT overexpression leads to strikingly higher expression levels of both phosphorylated and total JUN than enforced expression of JUN AA (Figure 4A). It indicates that JUN WT rather than AA may bind to the endogenous promoter and activate its own expression.

To compare their effects on cancer cells, we performed transwell assays with breast cancer cells. MDA-MB-231 cells were incubated with CM from control or JUN WT or AA overexpressed MRC5 cells for 48 h. As shown in Figure 4B, incubation with the CM from JUN WT rather than AA overexpressed MRC5 cells significantly strengthened the migration abilities of MDA-MB-231 cells. To get a further insight into the functional outcome after overexpressing JUN, we performed Gene Set Enrichment Analysis (GSEA) 45, 46 based on the RNA-seq data. 

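The RNA-seq data came from MRC5 cells, a line of human embryonic lung fibroblasts, infected for 2 h with adenovirus that carried an empty vector, JUN WT or JUN AA and then cultured for 3 days. Each of the 3 conditions has 1 library, so no difference between them has a replicate check and no p-value is given. The authors mapped the reads to hg19 with hisat2 and deposited FPKM values from StringTie, which scale each gene by its exon length and by the mapped fragments of its library. The total number of reads is unknown, and the low FPKM values of these 3 libraries showed no common step from which relative depth could be read. The deposited FPKM summed to 494603 in the control, 498514 in JUN WT and 613184 in JUN AA. Changes were computed as log2(FPKM + 1) differences, a scale that understates the change of genes with low values, over the 10311 genes with a mean FPKM of at least 1 in the 3 libraries. JUN, on chromosome 1 of GRCh37 from 59242517 to 59249720, was checked first. It was at 25.5 FPKM in the control, 4543 FPKM in JUN WT and 291 FPKM in JUN AA. JUN mRNA in JUN WT was thus 15.6 times that in JUN AA, and FPKM per gene do not separate the introduced JUN from the endogenous gene. Of all genes, 714 were at least 2-fold higher and 350 at least 2-fold lower in JUN WT than in the control, and 545 were higher and 389 lower in JUN AA. The balance in JUN AA depended on scaling, with 338 genes higher and 957 lower once FPKM were rescaled to the same sum in each library. The count of 714 depended on the settings. It was 1229 with a pseudocount of 0.1, 458 at a mean of at least 5 FPKM, 436 with changes centred on the median gene and 345 with length and GC trends removed, a setting chosen after the data were seen. Across genes, the change in JUN WT against control was correlated with the GC content of the transcript (Spearman's rho of -0.39 across 9393 genes, which are not independent replicates), and so was the change in JUN AA (rho of -0.32). After JUN, SERPINB2 rose most in JUN WT, from 21.6 to 374 FPKM, among genes with a mean of at least 5 FPKM, and it was at 226 FPKM in JUN AA. CEMIP, A2M and OLFM2 fell most, and CEMIP and A2M fell in JUN AA as well, with log2 changes of -3.64 and -2.91, although A2M shares exon bases with an antisense gene. LCE1F, a member of a family of similar genes, was listed at 0 in the control and at 12.9 FPKM in JUN WT and 19.1 FPKM in JUN AA.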

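The gene sets of the paper's GSEA were not used here. Instead, 5 gene lists were written from family names and marker names before the data were examined. For each list, the median log2 change in JUN WT against control was set among the medians of 10000 random lists of the same size, matched on mean expression. Random genes need not change together as related genes may, so an extreme percentile is a description and not a p-value. Of the 70 listed genes for chemokines and their receptors, 9 were measured. These 9 had a median log2 change of 1.25, above every random list, and all 9 were higher in JUN WT. CXCL8 rose most, from a listed 0 to 4.46 FPKM. This median depended on the filter on low values, and without the filter it was 0.15, at a percentile of 99.6. The filter uses the mean of all 3 libraries, and CXCL8, CXCL3, CCR1 and CCL3 passed it because of their JUN WT values. CXCL3 and CCR1 are named only for this. The filter thus favours genes that rose in a library, and the count of 9 higher partly reflects it. The 14 measured cytokine genes had a median of 0.49, at the 96.4 percentile. IFNB1 rose most among them, from 0.38 to 11.3 FPKM, and TNFSF4 fell most, from 3.83 to 1.20 FPKM. The 28 genes of the IL-1 pathway list had a median of 0.43, at the 98.6 percentile, and 17 of them were higher. That median was -0.031 when the list was limited to genes with a mean of at least 5 FPKM. The list was also within the middle 95% of random lists under 2 further settings. It was at the 93.3 percentile with the mean over the list and at the 96.0 percentile with length and GC trends removed. The largest rise in this list was that of UBE2N, with a log2 change of 1.24, and UBE2N shares exon bases with NUDT4. The 17 inflammatory CAF markers had a median of 0.33, at the 86.8 percentile, within the range of the random lists. LIF, a cytokine among these markers, was at 3.04 FPKM in the control, 10.9 FPKM in JUN WT and 8.89 FPKM in JUN AA. The 23 myofibroblastic CAF markers had a median of -0.40, at the 0.09 percentile, and 18 of them were lower. MMP11 fell most among them, from 23.5 to 1.94 FPKM. ACTA2, which encodes α-SMA, was at 874 FPKM in the control, 336 FPKM in JUN WT and 280 FPKM in JUN AA. ACTA2 shares exon bases with FAS on the annotation used. In JUN AA against control, the chemokine list had a median of 0.14, at the 79.15 percentile, and the IL-1 pathway list of -0.13, at the 16.0 percentile. The cytokine list had a median of -0.45, at the 0.26 percentile, and the inflammatory CAF markers of -0.36, at the 0.9 percentile. Both of these lay below the middle 95% of random lists. Interferon-stimulated genes also differed, with a median over 34 genes of 0.58 in JUN WT and -1.31 in JUN AA against control. An unequal response to the adenovirus is a candidate explanation of that difference. The chemokine, cytokine and other lists here were not tested apart from it. The myofibroblastic CAF markers had a lower median in JUN AA than in JUN WT, at -0.59 and a percentile of 0. Of the 23 genes, 21 were lower than in the control. Beside migration assays with CM (Figure 4B), the paper reports signatures enriched in these libraries (Figure 4C and Figure S7A). It then concludes that activated JUN is sufficient to give fibroblasts inflammatory CAF-like functions.

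**Figure D1:**
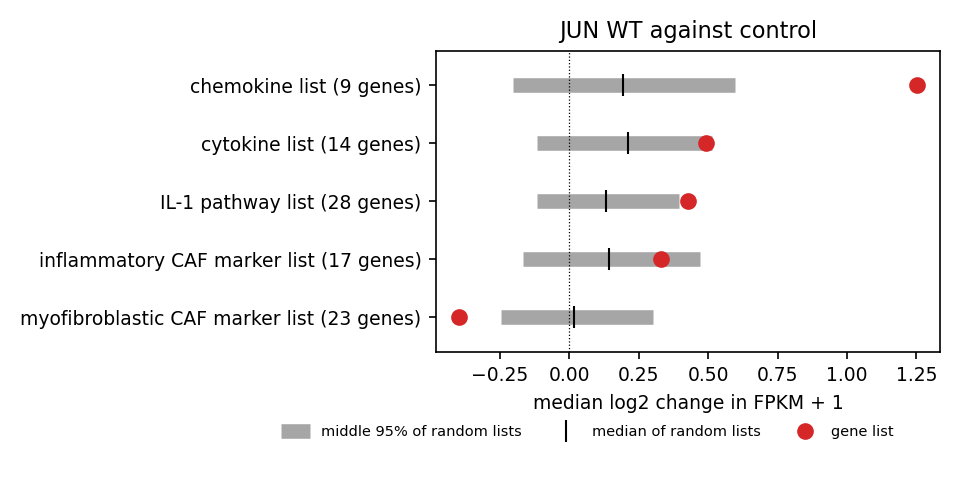
Median log2 change in FPKM + 1 in JUN WT against control for each of the 5 gene lists (points), with the middle 95% of the medians of 10000 random lists of matched expression (grey bars) and their median (ticks). The chemokine list, at 1.25, and the IL-1 pathway list, at 0.43, lie above the grey bar and the myofibroblastic CAF marker list, at -0.40, below it.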

Compared to the control group, JUN WT overexpression group exhibited significant enrichment of inflammatory CAF-related signatures, such as chemokine receptors bind chemokines, cytokines and inflammatory response, as well as IL-1 signaling pathway, but not myofibroblastic CAF signature 17, 47, 48 (Figure 4C and Figure S7A). These data confirm that activated JUN is sufficient to induce inflammatory CAF-like functions in fibroblasts.

To further dissect whether and how activated JUN reconfigures the chromatin landscape, we performed Chromatin Immunoprecipitation (ChIP)-seq analyses for H3K4me1 and H3K27ac respectively in control and the two overexpressed MRC5 cells.

Based on the significant increase of H3K27ac levels at H3K4me1+ sites, we identified 3,017 JUN-activated enhancers in JUN WT cells. In contrast, JUN AA fails to significantly induce H3K27ac accumulation at these regions (Figure 4D and Figure S7B). Similar to the CAF/NF comparison, H3K4me1 enrichment remains largely unaltered by either JUN WT or AA on these regions (Figure 4D). These data suggest that the activation of a subset of primed or poised enhancers is specifically driven by JUN WT.

To confirm these enhancers are directly driven by JUN, we also performed ChIP-seq analyses for JUN and p-JUN. As shown in Figure 4D and Figure S7B, enforced expression of JUN WT, but not JUN AA, led to dramatically higher occupancy of total JUN and p-JUN at the JUN-activated enhancers than the control. These data indicate that JUN, especially phosphorylated JUN induces enhancer activation.

We next examined the effects of phosphorylated JUN-mediated enhancer activation on gene expression. 

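Over the 10311 genes measured, the median log2 change was 0.15 in JUN WT against control and -0.015 in JUN AA against control. In JUN WT, 6282 genes were higher than in the control and 4028 lower, and in JUN AA 5013 were higher and 5298 lower. The changes between the lower and upper quartiles lay from -0.22 to 0.53 in JUN WT and from -0.33 to 0.33 in JUN AA. Of the genes at least 2-fold higher in JUN WT, 604 were not 2-fold higher in JUN AA and 110 were. A shift of the median gene of 0.15 in JUN WT is part of every change given for that library. Of the genes changed at least 2-fold in JUN WT, 67.1% were higher. This share was 45.5% after that shift was subtracted from every gene and 67.4% with FPKM rescaled to the same sum. The median change in JUN AA was -0.29 with rescaled FPKM. The assignment of genes to JUN-activated enhancers was not used here, so these values describe all measured genes.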

As shown in Figure 4E, the expression levels of genes associated with the JUN-activated enhancers are significantly upregulated in JUN WT cells rather than in JUN AA cells, compared with the control cells. 

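VEGFC, which encodes a lymphangiogenic growth factor, lies on chromosome 4 of GRCh37 from 177604689 to 177714076. It was at 12.3 FPKM in the control, 32.5 FPKM in JUN WT and 12.2 FPKM in JUN AA. Its log2 change against control was 1.33 in JUN WT, higher than in 97.4% of the 500 genes closest to it in mean expression. In JUN AA the log2 change was -0.014, at the 55.6 percentile of such genes. IL1B, which encodes interleukin-1β, lies on chromosome 2 from 113587328 to 113594393. It was listed at 0 in the control, at 0.23 FPKM in JUN WT and at 0.12 FPKM in JUN AA. These values are below the mean of 1 FPKM set as the filter, and at an unknown number of reads they cannot show whether IL1B differed between JUN WT and JUN AA. The log2 change of IL1B was 0.30 in JUN WT and 0.16 in JUN AA, and with a pseudocount of 0.1 these became 1.71 and 1.13.

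**Figure D2:**
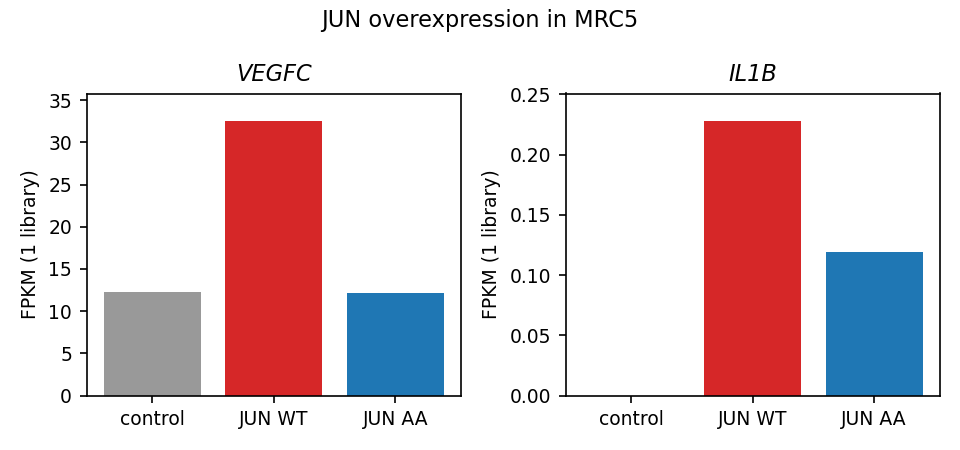
FPKM of VEGFC (left) and IL1B (right) in the control, JUN WT and JUN AA, each bar from 1 library and with no error bar. VEGFC reaches 32.5 FPKM in JUN WT, while the axis for IL1B ends near 0.25 FPKM.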

For instance, the upregulation of *VEGFC* and *IL1B* expression levels was specifically observed in JUN WT cells (Figure S7C). In contrast, JUN WT does not significantly affect the expression of genes associated with non-activated enhancers (Figure 4E). And KEGG analysis showed that these JUN-activated enhancers-associated genes were significantly enriched for PI3K-AKT and WNT signaling pathway, etc, which are well characterized to be involved in tumor progression (Figure 4F). These enriched signaling pathways are highly consistent with those of CAF-activated enhancers-associated genes (Figure 2F), although the two gene sets only partially overlap (Figure S7D). More importantly, we also detected significantly higher enrichment of H3K27ac, JUN and p-JUN at the CAF-activated enhancers in JUN WT group rather than in JUN AA, compared with the control (Figure 4G, Figure S7E). These findings further support that activated JUN accounts for the activation of CAF-activated enhancers in fibroblasts and thereby the enhancer remodeling and altered gene expression underlie the CAF-like functions.

### Phosphorylated JUN is required for maintenance of the CAF-activated enhancers

After showing that JUN-activated transcriptional network induces inflammatory CAF activation, we followed to find out whether JUN activity is required for maintenance of the CAF-activated enhancers and expression profiles. To do this, we first managed to establish an induced CAFs (iCAFs) model through culturing immortalized MRC5 cells with MDA-MB-231-derived CM for 7 days. As detected by WB assays, p-JUN levels were elevated in iCAFs compared with the uninduced MRC5 cells, whereas total JUN protein levels remained unchanged (Figure 5A). And this elevation of p-JUN levels could be abrogated by 48 h treatment of iCAFs with JNK-IN-8 (JNKi), a selective JNK inhibitor that inhibits phosphorylation of JUN 49. Moreover, transwell assays showed that the breast cancer cells incubated with iCAF-CM showed a much stronger migration-promoting ability than the one incubated with MRC5-CM, and this was significantly reversed by JNKi treatment (Figure 5B). 

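Transcriptomes were also sequenced from MRC5 cells, from iCAFs made by 7 days in MDA-MB-231 CM and from iCAFs treated with 1 µM JNKi for 48 h. MDA-MB-231 is a human breast cancer cell line. There was 1 library for each of these 3 conditions, and the authors processed the reads in the same way as for the JUN overexpression libraries. Their FPKM were in a separate table, so values were compared only within it. The FPKM summed to 399532 in MRC5, 393521 in iCAFs and 359944 in iCAFs+JNKi. Among genes under 0.5 FPKM, the most common ratio between libraries was 0.990 for MRC5 to iCAFs, 0.932 for MRC5 to iCAFs+JNKi and 0.942 for iCAFs to iCAFs+JNKi, as libraries of similar depth would give, but the number of reads is unknown. The filter of a mean of at least 1 FPKM left 11780 genes. In iCAFs against MRC5, 228 genes were at least 2-fold higher and 202 lower, and in iCAFs+JNKi against iCAFs 265 were higher and 232 lower. Of the 228 genes higher in iCAFs, 70 were at least 2-fold lower with JNKi and 28 were at least 2-fold higher still. Both changes use the same iCAFs library, so its noise alone favours falls among genes chosen as high in it. JUN mRNA was at 57.1 FPKM in MRC5, 55.3 FPKM in iCAFs and 21.1 FPKM in iCAFs+JNKi. The largest rises in iCAFs were those of CXCL8, from 0.15 to 548 FPKM, IL1B and CXCL1, and the largest falls those of FABP3, SH2D5 and FABP4. With JNKi, CHI3L2, SULF1 and RGS5 rose most, by 3.67, 3.39 and 3.36 on the log2 scale. SERF2-C15ORF63 was listed at 0 with JNKi after 36.7 FPKM in iCAFs, and its name joins those of neighbouring genes, with which it would share reads. LIF and KRTAP2-3 fell next most, and KRTAP2-3 belongs to a family of similar genes.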

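In iCAFs+JNKi against iCAFs, the 12 measured chemokine genes had a median log2 change of -1.06, below every one of 10000 random lists. Of these genes 8 were lower and 4 were higher. Limited to genes with a mean of at least 5 FPKM, the list was at the 4.54 percentile, within the middle 95% of random lists. CCL20 fell most, from 27.4 to 1.80 FPKM, and CXCL12 rose most, from 12.1 to 118 FPKM. The 18 cytokine genes had a median of -0.56, also below every random list, and LIF fell from 104 to 4.06 FPKM. The percentile of the cytokine list was 53.5 without the filter on low values. The 35 genes of the IL-1 pathway list had a median of -0.14, at the 28.0 percentile, with IL1A falling most, from 12.5 to 0.76 FPKM. The mean of the IL-1 pathway list was -0.34, at the 0.04 percentile, while its median without the filter was at the 38.6 percentile. The 22 inflammatory CAF markers had a median of -0.10, at the 65.2 percentile, with 12 genes lower and 10 higher. The mean of the same list was -0.48, at a percentile of 0, because its falls were larger than its rises. In iCAFs against MRC5, this list had a median of 1.84, above every random list. The 23 myofibroblastic CAF markers had a median of 0.71 with JNKi, above every random list, and 20 of them were higher. ACTA2, which shares exon bases with FAS, was at 96.6 FPKM in MRC5, 52.8 FPKM in iCAFs and 411 FPKM in iCAFs+JNKi. POSTN, whose fall in iCAFs was the largest of this list, was at 39.6, 13.6 and 77.3 FPKM in the same order. COL11A1 was at 10.1 FPKM in MRC5, 5.84 FPKM in iCAFs and 15.5 FPKM in iCAFs+JNKi. Beside p-JUN blots (Figure 5A) and migration assays (Figure 5B), the paper reports an enrichment analysis of these libraries (Figure 5C and Figure S8A). It then concludes that JUN activation is indispensable for maintaining inflammatory CAF-like features.

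**Figure D3:**
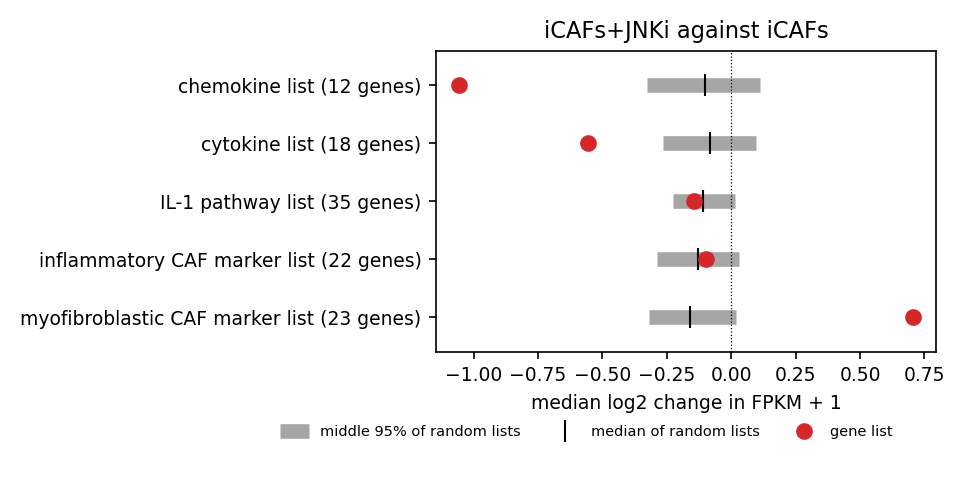
Median log2 change in FPKM + 1 in iCAFs+JNKi against iCAFs for each of the 5 gene lists (points), with the middle 95% of the medians of 10000 random lists of matched expression (grey bars) and their median (ticks). The chemokine and cytokine lists, at -1.06 and -0.56, lie below the grey bars and the myofibroblastic CAF marker list, at 0.71, above it.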

Consistently, GSEA analysis showed that JNKi treatment in iCAFs specifically affected the enrichment of inflammatory CAF-related signature, but not myofibroblastic CAF signature (Figure 5C and Figure S8A). Thus, JUN activation is indispensable for the maintenance of inflammatory CAF-like features.

Given that these models offered us an option to reversibly manipulate JUN transcription activity, we followed to find out how inhibition of JUN activation would affect the maintenance of JUN-activated enhancers. Accordingly, we performed ChIP-seq analyses for enhancer marks and JUN chromatin binding in iCAFs treated with or without JNKi. After JNKi treatment, H3K27ac enrichment at JUN-activated enhancers was significantly decreased (Figure 5D and Figure S8B). Accumulation of H3K4me1 was also inhibited (Figure 5D). Correspondingly, JNKi led to strikingly reduced occupancy of JUN and p-JUN at these regions (Figure 5D and Figure S8B). Meanwhile, we also turned to analyze how JNKi treatment of iCAFs might affect the chromatin states at the CAF-activated enhancers. As shown in Figure 5E, a significant reduction of H3K27ac enrichment and JUN binding levels was observed in JNKi-treated cells. Moreover, independent ChIP-qPCR analysis confirmed that JNKi induced significantly decreased enrichment of H3K27ac, total JUN and p-JUN at the associated enhancers (Figure S8C). Therefore, JUN activity is required for its proper chromatin occupancy and maintenance of the CAF-specific enhancers.

Then we followed to quantify the effects of JUN inactivation on gene expression. Focusing on JUN-activated enhancers-associated genes, we compared their expression levels in iCAFs treated with or without JNKi. 

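Across the 11780 genes measured in this experiment, the median log2 change was -0.10 in iCAFs+JNKi against iCAFs and -0.06 in iCAFs against MRC5. With JNKi, 4406 genes were higher and 7372 lower than in iCAFs. The lower and upper quartiles of the change were -0.31 and 0.12. With FPKM rescaled to the same sum in each library, the median change with JNKi was 0.014, and the share of higher genes among those changed at least 2-fold was 62.7% in place of 53.3%. The nearest-gene assignment of the JUN-activated enhancers was not used here.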

As shown in Figure 5F, JNKi significantly reduced the expression levels of JUN-activated enhancers-associated genes. For instance, the expression of two key downstream target genes of JUN, *VEGFC* and *IL1B* are strongly suppressed by JNKi treatment (Figure 5G). 

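VEGFC was at 36.0 FPKM in MRC5, 79.5 FPKM in iCAFs and 34.2 FPKM in iCAFs+JNKi. Its log2 change was 1.12 in iCAFs against MRC5 and -1.20 in iCAFs+JNKi against iCAFs. Only 1.2% of the 500 genes closest to VEGFC in mean expression fell further with JNKi. IL1B was listed at 0 in MRC5, so the size of its rise to 194 FPKM in iCAFs cannot be given as a fold change, and any log2 value for it depends on the pseudocount. With JNKi it was at 25.9 FPKM, a log2 change of -2.86, and none of the 500 genes of similar mean expression fell further. The fall of both genes kept its size within 0.25 on the log2 scale under each of the 5 alternatives computed for them. At these levels the pseudocount, summed rows, centring and rescaling could move the values little. With length and GC trends removed, the changes were -1.04 for VEGFC and -2.67 for IL1B.

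**Figure D4:**
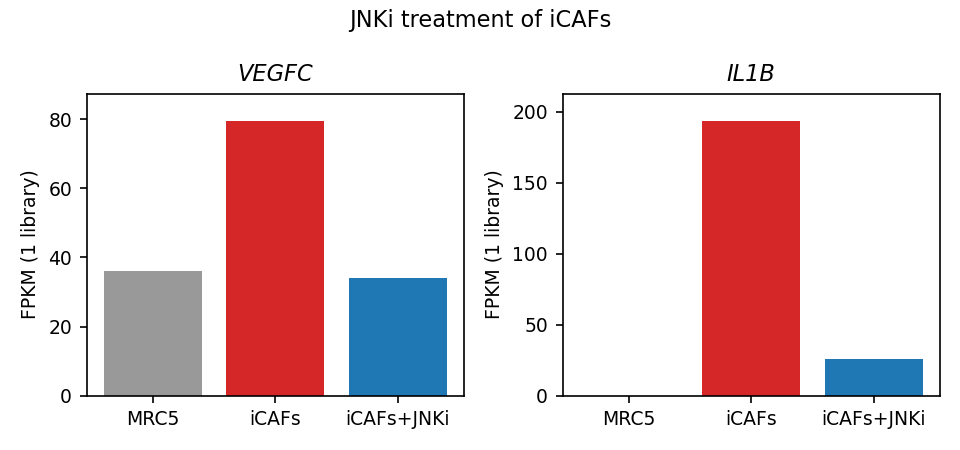
FPKM of VEGFC (left) and IL1B (right) in MRC5, iCAFs and iCAFs+JNKi, each bar from 1 library and with no error bar. Both genes are highest in iCAFs, at 79.5 and 194 FPKM.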

Together, these data indicate that inhibition of JUN activity diminishes the CAF molecular and functional features *in vitro*.

### JUN deficiency in stroma inhibits tumor metastasis *in vivo*

To further test the roles of stromal JUN activation in tumor progression, we tried to examine how fibroblast-specific loss of JUN affects breast cancer progression. In short, EO771, a tumor cell line derived from spontaneous breast cancer of C57BL/6 mice 50, 51, was stably transduced with luciferase-expressing lentivirus and injected into the mammary fat pad of WT and *Jun*^fl/fl^ mice to generate a breast cancer orthotopic model. At the onset of tumors (around 9 days after transplantation), intratumoral injection of adenovirus expressing fibroblasts-specific Cre adenovirus (*Fsp1*-Cre) was administrated every 3 days. Subsequently, tumor progression was monitored every week (Figure 6A and Figure S9).

As examined by luciferase activity and histological analysis of liver tissues, the tumor dissemination was significantly obliterated by stromal JUN deletion (Figure 6B-C). Accordingly, substantially prolonged survival of the transplanted mice was observed (Figure 6D). In line with transcription regulatory effects in cell models, IHC analysis of tumor samples showed a significant reduction of VEGFC protein levels in JUN-deficient stroma (Figure 6E). Therefore, JUN deficiency in stroma indeed inhibits tumor progression and metastasis *in vivo*. More careful analyses are required to find out whether and how other CAF signature genes are influenced in fibroblasts, and how cancer cell fates are reprogrammed in this context.

## Discussion

How stromal cells are recruited and/or reprogrammed in favor of tumor progression and therapeutic resistance is an important question in cancer biology. In this study, we take advantage of transcriptomic and epigenomic approaches to systemically unveil the common features of CAFs associated with breast cancer metastasis. And through* in vitro* and *in vivo* models, we demonstrate that enhancer reprogramming is accompanied with CAF activation during cancer progression. Specifically, we find that activated JUN in stroma is necessary and sufficient to remodel CAF-specific enhancer landscape, promotes the expression of pro-metastatic genes and thereby augments breast cancer invasiveness (Figure 6F).

So far, distinct subtypes of CAFs have been identified. Even their roles in cancer progression are controversial 47, 52-55. Thus, CAF heterogeneity is a non-negligible issue. Consistently, the transcriptomic dataset that we generated from paired NFs and CAFs did show inter-tumoral heterogeneity. Nevertheless, the dataset still provides valuable resources for the research community to get a glimpse into TME of breast cancers. Apparently, the common features that distinguish CAFs from NFs are of clinical significance (Figure 1 and Figure S1). This is reconcilable with the cellular heterogeneity when considering that subtypes of CAFs may exist in each tumor in varied ratios, though these CAFs do share certain invasive molecular features. Single cell analyses in defined cancer subtypes in the future may provide a clearer picture of CAF commonness and heterogeneity. And the values of the defined CAF-specific gene signature await to be tested in further broad studies.

In comparision with transcriptomic profiles, the epigenomic features have been rarely unveiled for CAFs, probably due to limited numbers of purified cells available. The development of epigenomic approaches with ultra-low inputs has made this feasible in recent years. For instances, distinct and enduring DNA methylation changes have ever been identified in CAFs isolated from prostate cancer samples 56. In addition, locus-specific loss of H3K27me3 were found at the promoters of genes encoding stem cell niche factors, cell growth, tissue development and stromal-epithelial interactions, etc, accompanied with their derepressed gene expression 57. However, these chromatin changes are more likely a consequence of CAF activation. Here considering of the crucial roles of enhancers in determining cell type or state specificity, we have carefully profiled enhancer marks in paired NFs and CAFs at the genome-wide for the first time. According to our data, the CAF-activated enhancers that clearly separate CAFs from NFs are defined. Notably, the CAF-activated enhancers are reconfigured from pre-existing primed or poised enhancers with pre-occupied lineage-defining TFs, as there lack apparent differences in H3K4me1 enrichment between NFs and CAFs (Figure 6F). It supports a previously raised concept that CAF should be regarded as an active state, rather than a cell type 58.

Based on the defined CAF-activated enhancers, we identify AP-1 as the key driving factors. Though the functions and transcription regulatory mechanisms for AP-1 are well documented in cancer cells 36, its roles in stroma have remained poorly characterized. In response to the education by cancer cells, signal-regulated TFs like JUN are likely to be activated in CAFs. Whereas in NFs, the inactive JUN may interact with Mbd3/NuRD repressor complex and remain unfunctional 59. In support, two recent studies have illustrated that activated JUN contributes to selection and establishment of specific enhancers in fibroblasts 37, 60, which is consistent with our findings. And through genetic and chemical approaches, we demonstrate that JUN phosphorylation at the transactivation domain is indispensable for the establishment and maintenance of CAF-activated enhancers. Accordingly, specific inhibition of JUN in fibroblasts successfully suppresses CAF functions, for example, VEGFC expression and secretion, and thereby curbs cancer development. It would be exciting to further carefully examine whether and how JNKi administration in allografted tumor models would affect TME, and to measure the efficacies of potential combinations with other radiochemical therapies.

To summarize, based on a transcriptomic and epigenomic view of CAFs associated with invasive breast cancers, we have unveiled the significance of AP-1 centered transcription regulatory network in CAF activation and cancer progression. Therefore, targeting AP-1 may provide an anti-stroma as well as anti-cancer therapeutic strategy.

## Methods

### Patients, tissue samples and primary cell culture

Tumor tissues and corresponding para-tumoral non-malignant tissues were surgically removed from invasive breast cancer patients with axillary lymph node metastasis at Union Hospital, Wuhan. None of the patients have received radiotherapy or chemotherapy before surgery. The clinical features of patients were provided in Table S1.

Primary CAFs and NFs were isolated as previously described 52, 61. Briefly, tissues were cut into small pieces and digested using collagenase type I/III and hyaluronidase (1 mg/mL, Sigma Aldrich) for 2-3 h at 37 °C. Cells were collected by centrifugation at 250 g for 5 min, then resuspended in the growth medium. After an hour of culture, stroma cells-enriched supernatant was removed to a new tube. Human fibroblasts were obtained by centrifuge at 250 g for 5 min and then cultured in the growth medium. The purity of isolated fibroblasts was confirmed by IF staining. Primary NFs and CAFs were positive for vimentin (> 95%). Second- to fifth-passage of primary fibroblasts were employed in our study.

### Cell culture and conditional medium preparation

Human embryonic lung fibroblasts MRC5 (American Type Culture Collection, ATCC) cells were immortalized by transduction with hTERT-expressing lentivirus (Shanghai GeneChem Co., Ltd, Shanghai, China). EO771, a tumor cell line which is derived from spontaneous breast cancer of C57BL/6 mice, was kindly provided by Prof. Yuhui Huang from Soochow University, Suzhou, China. Human breast cancer cell line MDA-MB-231 (ATCC), immortalized MRC5, primary fibroblasts and EO771 were maintained in DMEM medium containing 10% FBS in a humidified 5% CO2 environment at 37 °C. To generate JUN WT or JUN AA overexpressed fibroblasts, The control, FLAG-tagged JUN WT or AA overexpression adenovirus were prepared by Hanbio biotechnology Company (Shanghai, China). MRC5 cells were infected with adenovirus expressing mock control or FLAG-tagged JUN WT or AA for 2 h at 37 °C and then cultured for 3 days.

About 70%-80% confluent cancer cells or fibroblasts were incubated with DMEM medium without FBS. One day later, conditional medium (CM) was harvested and filtered. Induced CAFs (iCAFs) were generated by culturing MRC5 cells in MDA-MB-231-derived CM for 7 days. To inhibit JUN phosphorylation, iCAFs were treated with JNKi (1 µM, MedChemExpress) for 48 h. If used for CM preparation, the cells were washed twice with culture medium to remove residual JNKi.

### Immunofluorescence

Cells were fixed with 4% formaldehyde and permeabilized with PBS containing 0.1% Triton X-100. Then it was blocked in PBS containing 5 mg/mL BSA at room temperature (RT) and incubated with primary antibodies overnight at 4 °C. Primary antibodies used in our study are as below. Vimentin antibody (1:200, Cell Signaling Technology, catalog 5741); ɑ-SMA (1:500, Sigma Aldrich, catalog A2547); c-Jun antibody (1:200, Cell Signaling Technology, catalog 9165S); c-Jun (phospho S63) antibody (1:200, Abcam, catalog ab32385). After incubation with FITC or TRITC-secondary antibody for 1 h at RT, the cells were counterstained by DAPI and images were obtained.

### Western blot

Protein lysate was resolved by SDS-polyacrylamide gels, followed by membranes transfer. Primary antibodies used in our study included c-Jun antibody (1:1,000, Cell Signaling Technology, catalog 9165S), c-Jun (phospho S63) antibody (1:1,000, Abcam, catalog ab32385) and GAPDH antibody (1:20,000, Abclonal, catalog AC002). Followed by peroxidase conjugated secondary antibody incubation, it was visualized by enhanced chemiluminescence assay.

### Transwell assay

Transwell chambers with 8-µm pore size in 24-well plates (Corning) were used to perform migration assay as described 62. The chambers pre-coated with matrigel were used to perform invasion assay. After incubation with appropriate CM for 48 h, 5×10^4^ MDA-MB-231 cells were seeded in the upper chamber with serum-free medium. The lower chamber was filled with 600 µl DMEM with 5% FBS as a chemoattractant. After 24 h of incubation in the incubator, cells in the upper chamber were removed carefully with a cotton swab. The migrated and invaded cells were washed twice with PBS, fixed and stained with 0.1% crystal violet for 10 min, followed by image capture and quantification.

### Human tissue array, histology and quantitative analysis

Human tissue array containing pairs of invasive breast carcinoma tissues and matched para-tumoral non-malignant tissues was purchased from Shanghai WellBio technology Co., Ltd, Shanghai, China. Tissue sections were deparaffinized and rehydrated. The slides were stained with hematoxylin and eosin. For immunohistochemistry (IHC), the slides were incubated with primary antibodies overnight at 4 °C, followed antigen retrieval and blocking. Primary antibodies used in our study are as below. c-Jun antibody (1:200, Cell Signaling Technology, catalog 9165S), phospho-c-Jun (Ser73) antibody (1:200, Cell Signaling Technology, catalog 3270S), VEGFC antibody (1:200, Abclonal, catalog A2556), FSP1 antibody (1:500, Cell Signaling Technology, catalog 13018S). The staining was visualized by HRP-conjugated secondary antibody and DAB substrate kit (ZSGB-BIO, Beijing, China). Quantification of IHC staining was determined using Image J Fiji software.

IHC staining was scored considering both percentage of positive stained cells and staining intensity. Each section was scored independently without prior knowledge of patient information. Stroma JUN and p-JUN score was determined by multiplying the score for percentage of positive cells in stroma with the score for staining intensity in stroma cells. The detailed criterion of scoring for percentage of positive cells: (i) 0%-25%; (ii) 26%-50%; (iii) 51%-75%; (iv) 76%-100% of the stroma cells showed positive staining. The detailed criterion of scoring for staining intensity: (i) negative; (ii) weak; (iii) moderate; (iv) strong.

### Cleavage Under Targets and Tagmentation (CUT&Tag)

CUT&Tag assay was carried out as described previously 33, 63. In brief, 30,000 primary fibroblasts were harvested. The cells were washed and resuspended in 300 µl wash buffer. Concanavalin A coated beads were activated through washing in binding buffer. The cells were incubated with 10 µl activated beads for 30 min at RT. After discarding the supernatant, beads were incubated with 0.5 µl primary antibody in 50 µl antibody buffer for 2 h at RT. After discarding the supernatant gently, beads were resuspended and incubated with 1 µl Guinea Pig anti-Rabbit IgG antibody in 100 µl Dig wash buffer for 1 h at RT. Followed by washing the beads using Dig wash buffer, 100 µl Dig 300 wash buffer was used to resuspend the beads. After incubation with 0.04 μM pA-Tn5 adapter complex (Vazyme S603) for 1 h at RT, Dig 300 wash buffer was used to wash the beads three times. Then the beads were incubated with 300 µl tagmentation buffer for 1 h at 37 °C. After tagmentation was stopped, DNA was extracted and amplified with i5 and i7 primer in KAPA 2×PCR mix (KM2602). DNA was size-selected to enrich 200-1,000 bp fragments by Ampure XP beads. The purified DNA was used to construct libraries for sequencing. H3K4me1 (Cell Signaling Technology, catalog 5326P) and H3K27ac (Abcam, catalog ab4729) antibodies were used in our CUT&Tag assay.

### Chromatin immunoprecipitation (ChIP)-qPCR

Chromatin preparation was performed as described previously 64. Briefly, cells were cross-linked with 1% formaldehyde for 10 min at RT. For selected experiments (ChIP for JUN and p-JUN), cells were sequentially crosslinked with 2 mM EGS (Ethylene glycol-bis (succinic acid N-hydroxysuccinimide ester), Sigma Aldrich, catalog E3257) and 1% formaldehyde for 15 min at RT. Then it was quenched by 0.125 M glycine for 5 min. After being washed twice by PBS, the cell pellets were resuspended, lysed and chromatin was sheared with BioRuptor sonicator (Diagenode). Primary antibodies were added to the pre-cleared chromatin overnight at 4 °C. H3K4me1, c-Jun and phospho-c-Jun (Ser73) antibody were purchased from Cell Signaling Technology (catalog 5326P, 9165S, 3270S). H3K27ac antibody was purchased from Abcam (catalog ab4729). Then 30 µl protein A/G magnetic beads (Bimake, catalog B23202) were added for IP. After 2 h incubation at 4 °C, the beads were washed three times by washing buffer. ChIP DNA was purified using PCR purification kits (QIAGEN, Hilden, Germany) after reverse cross-linking at 65 °C overnight. Primers for qPCR analysis are as below. For associated enhancers of *IL1B*: forward, 5'-AACCGTAGTATCGCACCCAC-3'; reverse, 5'-TCCCCAGCACAGGAAGTTTG-3'. 

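On GRCh37, the genome assembly also called hg19, each of the IL1B primers matched a single site, and the pair enclosed a single amplicon of 147 bp on chromosome 2 from 113569550 to 113569696. The amplicon overlaps no gene or exon of the GENCODE annotation. IL1B is on the minus strand from 113587328 to 113594393, so the amplicon lies 17632 bp beyond its 3′ end and 24697 bp from its 5′ end, between IL1B and IL1A. The nearest annotated start of a protein-coding gene is that of IL1B and the next is that of IL1A, 27480 bp away. The sequence of the amplicon is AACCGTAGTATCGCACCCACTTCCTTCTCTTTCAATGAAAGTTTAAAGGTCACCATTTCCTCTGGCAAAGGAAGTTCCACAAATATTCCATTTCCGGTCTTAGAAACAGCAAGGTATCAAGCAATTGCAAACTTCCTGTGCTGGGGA, with a GC content of 42.9%. It holds no copy of the AP-1 consensus heptamer, in which a central C or G lies between TGA and TCA. The nearest copy, TGAGTCA, lies 823 bp away from 113570519 to 113570525, in the sequence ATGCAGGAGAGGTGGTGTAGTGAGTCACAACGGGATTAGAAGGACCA, and 2 copies lie within 2000 bp.

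**Figure D5:**
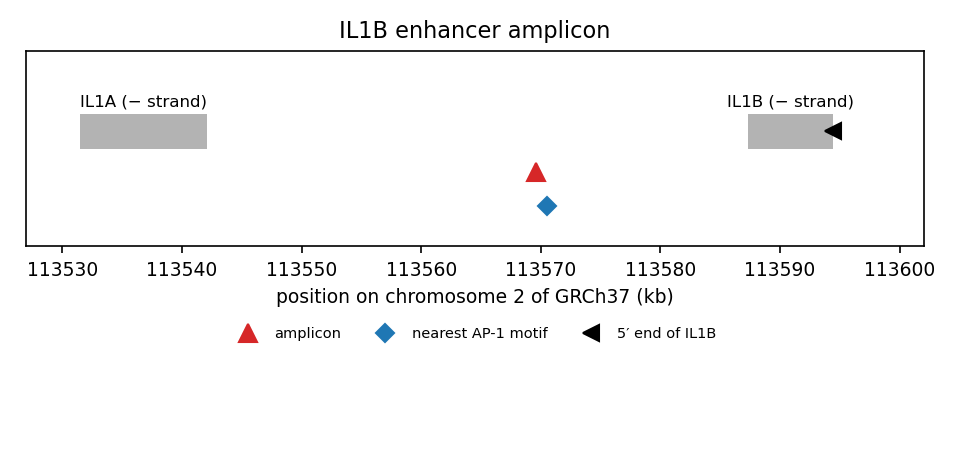
Map of chromosome 2 of GRCh37 in kb with the IL1A and IL1B genes (grey bars), the amplicon (triangle), the nearest AP-1 motif (diamond) and the 5′ end of IL1B (arrowhead). The amplicon lies between the 2 genes, 24697 bp from the 5′ end of IL1B, and other genes of the region are not drawn.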

For associated enhancers of *VEGFC*: forward, 5'-ATCAAGGACTCAAATTATCA-3'; reverse, 5'-AGAACAGACTGCATTCTGTG-3'. 

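The VEGFC primers also matched a single site each and enclosed an amplicon of 154 bp on chromosome 4 of GRCh37 from 177711917 to 177712070. VEGFC is on the minus strand with its 5′ end at 177714076. The amplicon lies 2006 bp from that end, in intron 1 of the canonical transcript, which runs from 177650901 to 177713318, and overlaps no annotated exon. The next annotated start of a protein-coding gene is that of SPCS3, 470800 bp away. The amplicon reads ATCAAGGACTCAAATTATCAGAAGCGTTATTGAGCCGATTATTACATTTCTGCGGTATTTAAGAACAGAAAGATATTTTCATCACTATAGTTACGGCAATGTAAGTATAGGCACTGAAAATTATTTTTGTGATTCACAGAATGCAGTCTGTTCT and has a GC content of 33.1%. No AP-1 consensus heptamer lies in it or within 2000 bp of it. The nearest is TGACTCA, 3457 bp away from 177715527 to 177715533, in the sequence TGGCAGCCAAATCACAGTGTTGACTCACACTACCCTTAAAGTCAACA upstream of the gene.

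**Figure D6:**
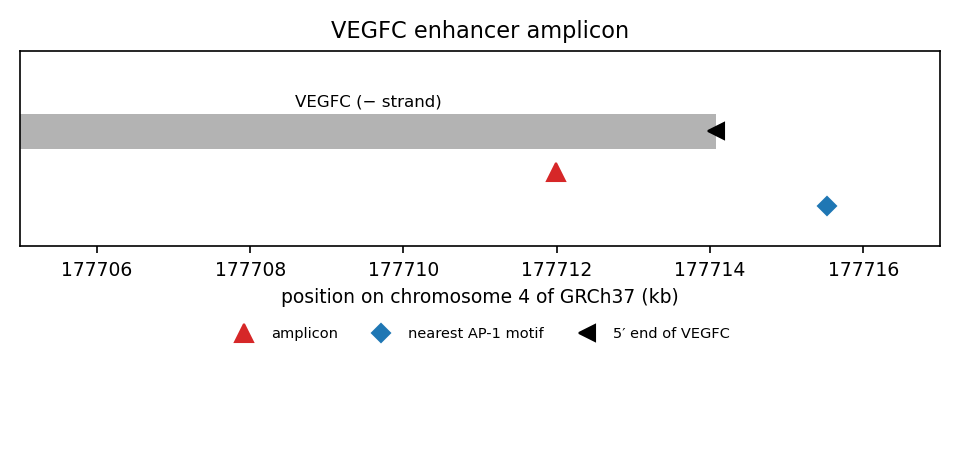
Map of chromosome 4 of GRCh37 in kb with the 5′ part of the VEGFC gene (grey bar), the amplicon (triangle), the nearest AP-1 motif (diamond) and the 5′ end of VEGFC (arrowhead). The amplicon lies inside the gene, 2006 bp from its 5′ end.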

Data were obtained and analyzed by Roche LightCycler 480 instrument.

### RNA-seq and data analysis

Total RNA was extracted using TRIzol (Invitrogen). Library construction and sequencing were carried out by Beijing Genomics Institute (BGI). Reads were mapped to the reference human genome assembly hg19 using hisat2 version 2.1.0 with default parameters 65. Assembling full-length transcripts and quantifications for each gene to generate Fragments Per Kilobase of exon model per Million mapped fragments (FPKM) values were performed by StringTie v2.1.1 66. For GSVA analyses of RNA-seq data from 7 pairs of primary NFs and matched CAFs, FPKM values were log_2_-transformed. The analyses were carried out by R package gsva (method = 'ssgsea') against MSigDB gene sets v7.3 28. Log_2_-transformed fold change (CAFs/paired NFs) of each patient was calculated to generate heatmaps. The genes whose fold change (paired CAFs/NFs) in mRNA expression levels ≥ 2 in > 3 pairs were defined as CAF signature genes. The primary fibroblasts were unsupervised hierarchical clustered by mRNA expression levels of CAF signature genes.

### GSEA analysis

GSEA analysis was performed using gene sets from MSigDB gene sets v7.3 and literature 48 with default settings 45, 46.

### Microarray data and TCGA data analysis

Processed expression values of microarray data for normal stroma and invasive stroma were retrieved from GEO website (GSE14548). CAF signature score was calculated as mean of CAF signature genes' mRNA levels, with removing undetected genes in microarray. Transcriptome data for The Cancer Genome Atlas (TCGA) were obtained for survival analyses. R package survival was used to determine the optimal cutpoint and compare the overall survival rate between patients with higher and lower expressed gene. *P* value was determined using Log-rank test.

### ChIP-seq data analysis

Raw reads were aligned to the reference human genome assembly hg19 using Bowtie2 with default parameters 67. Only unique mapped reads with mapping quality greater than 20 were subjected to further analysis. Samtools was used to remove duplicated mapped reads 68. Differential H3K27ac peaks between JUN WT overexpression group and control were obtained through MACS2 bdgdiff 69 with '--cutoff 8' parameter and considered as JUN-activated enhancers. Quantitation of enrichment of H3K27ac, H3K4me1, JUN and p-JUN was determined by normalization of the mapped reads at appropriate intervals to one million of total unique reads.

### CUT&Tag sequencing analysis

Raw reads were mapped to the reference human genome assembly hg19 by Bowtie2 with '--local --very-sensitive --no-mixed --no-discordant -I 10 -X 700' parameters 67. Only unique mapped reads with mapping quality greater than 20 were subjected to following analysis. Samtools was used to remove duplicated mapped reads 68. Peak calling was performed by MACS2 callpeak 69.

For calculating changed H3K27ac peaks in each patient, mergePeaks tool in HOMER suite (maximum distance between peak centers to merge: 200 bp) was used to combine NFs and matched CAFs H3K27ac peaks of each patient. H3K27ac enrichment was calculated by normalization of the mapped reads at the interval to one million of total unique reads. Peaks with increased and decreased H3K27ac enrichment in each patient was defined with fold change (CAFs/paired NFs) ≥ 2 and fold change (CAFs/paired NFs) ≤ 1/2, respectively. Peaks annotation was performed by R package ChIPseeker 70, with defining Transcription Start Site (TSS) ± 1Kb as promoter regions.

For calculating variable H3K27ac enrichment in all patients, mergePeaks tool (maximum distance between peak centers to merge: 200 bp) was used to combine H3K27ac peaks in all of primary fibroblasts. Promoter regions and non-promoter regions were identified by ChIPseeker 70, with defining TSS ± 1Kb as promoter regions. Fold change (CAFs/paired NFs) of H3K27ac enrichment in each patient was calculated. After ranking the sum of fold change in all patients, TOP 2,000 regions were identified. PCA was performed by H3K27ac enrichment of TOP 2,000 promoter regions and TOP 2,000 non-promoter regions in R, respectively.

For analyzing active enhancers in primary fibroblasts, H3K27ac peaks which overlapped with H3K4me1 peaks at least 1 bp in each sample were regarded as active enhancers in this sample. The mergePeaks tool (maximum distance between peak centers to merge: 200 bp) was used to combine active enhancers in all of primary fibroblasts. The union of active enhancers (All enhancers, *n* = 87,108) were yielded. H3K27ac enrichment in each sample was calculated by normalization of the mapped reads at All enhancers to one million of total unique reads. Filtered by fold change of H3K27ac enrichment (CAFs/paired NFs) ≥ 2 in > 3 pairs, CAF-activated enhancers (*n* = 3,333) were identified. CAF-repressed enhancers (*n* = 1,881) were determined according to fold change of H3K27ac enrichment (CAFs/paired NFs) ≤ 1/2 in > 3 pairs. PCA analysis and unsupervised hierarchical clustering of all primary fibroblasts were performed by H3K27ac enrichment at CAF-activated enhancers.

### Displaying CUT&Tag sequencing and ChIP-seq data

For CUT&Tag sequencing and ChIP-seq data, heatmaps and average profiles of H3K27ac, H3K4me1, JUN and p-JUN were generated by deeptools v3.5.1 71.

### Associated genes and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis

Genes associated with identified regions were determined using their nearest gene. KEGG enrichment analysis was carried out by R package clusterProfiler 72.

### Motif analysis of CAF-activated enhancers

For motif discovery, genomic sequences of ± 300 bp surrounding CAF-activated enhancers center was extracted from the hg19 genome. These sequences were analyzed to identify enriched motifs by CentriMo 34 of MEME suite, with JASPAR CORE vertebrates motifs. The findMotifs.pl program in HOMER was also employed to motif analysis in these sequences, with default parameters 35.

### Sequencing data visualization

For visualization of sequencing data, processed bam file for each sample was transformed to a bigwig file by deeptools bamCoverage, with Reads Per Kilobase per Million mapped reads (RPKM) normalization. For visualization of RNA-seq and CUT&Tag sequencing data in primary fibroblasts, paired NFs-subtracted bigwig files were generated by deeptools bigwigCompare (-b1 'bigwig file of CAFs' -b2 'bigwig file of paired NFs' --operation subtract ) 71. All data were further visualized using Integrative Genomics Viewer (IGV).

### Generation of *Fsp1*-Cre adenovirus

A portion of the *Fsp1* genome containing 2,500 bp of *Fsp1* 5' flanking region and the first intron, as well as the noncoding portions of the first and second exon 73 was cloned upstream of Cre recombinase coding sequence in adenovirus shuttle vector. Plasmid construction and adenovirus packaging were provided by Hanbio BioTechnology Company, Shanghai, China.

### *In vivo* xenograft experiments

*Jun*^fl/fl^ mice were kindly provided by Prof. Feifan Guo from Shanghai Institute of Nutrition and Health, Chinese Academy of Sciences. Six- to eight-week-old female C57BL/6 genetic background-wildtype or -*Jun*^fl/fl^ mice were housed in animal facility at Tianjin Medical University. EO771 cells were infected with lentivirus expressing Luciferase to generate EO771-luc cells. A total of 6×10^4^ EO771-luc cells resuspended in 100 μl of 1:1 mix of PBS and matrigel were injected into mammary fat pad of WT mice or *Jun*^fl/fl^ mice to generate breast cancer orthotopic xenografts. When the tumors were just visible at day 9, intratumor injection of *Fsp1*-Cre adenovirus was administrated every 3 days. A total of 6 times of administration were performed. Tumors were monitored by Xenogen bioluminescence imaging every week. Xenograft tumors were embedded in paraffin and used for IHC staining.

### Data availability

All deep sequencing raw data of this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE196404.

### Statistics

The detailed information about statistical analysis is indicated in the figure legends. Statistical values were determined in R or Graphpad Prism 8. Error bars in the experiments indicate standard deviation (SD) of the mean for three independent experiments. *P* value less than 0.05 was considered statistically significant.

### Study approval

Before the isolation of samples from breast cancer patients, informed consent was obtained in accordance with the Declaration of Helsinki and the protocol was approved by the Institutional Review Board of Wuhan Union hospital. All animal studies were performed according to Health guidelines of Tianjin Medical University Institutional Animal Use and Care Committee.

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
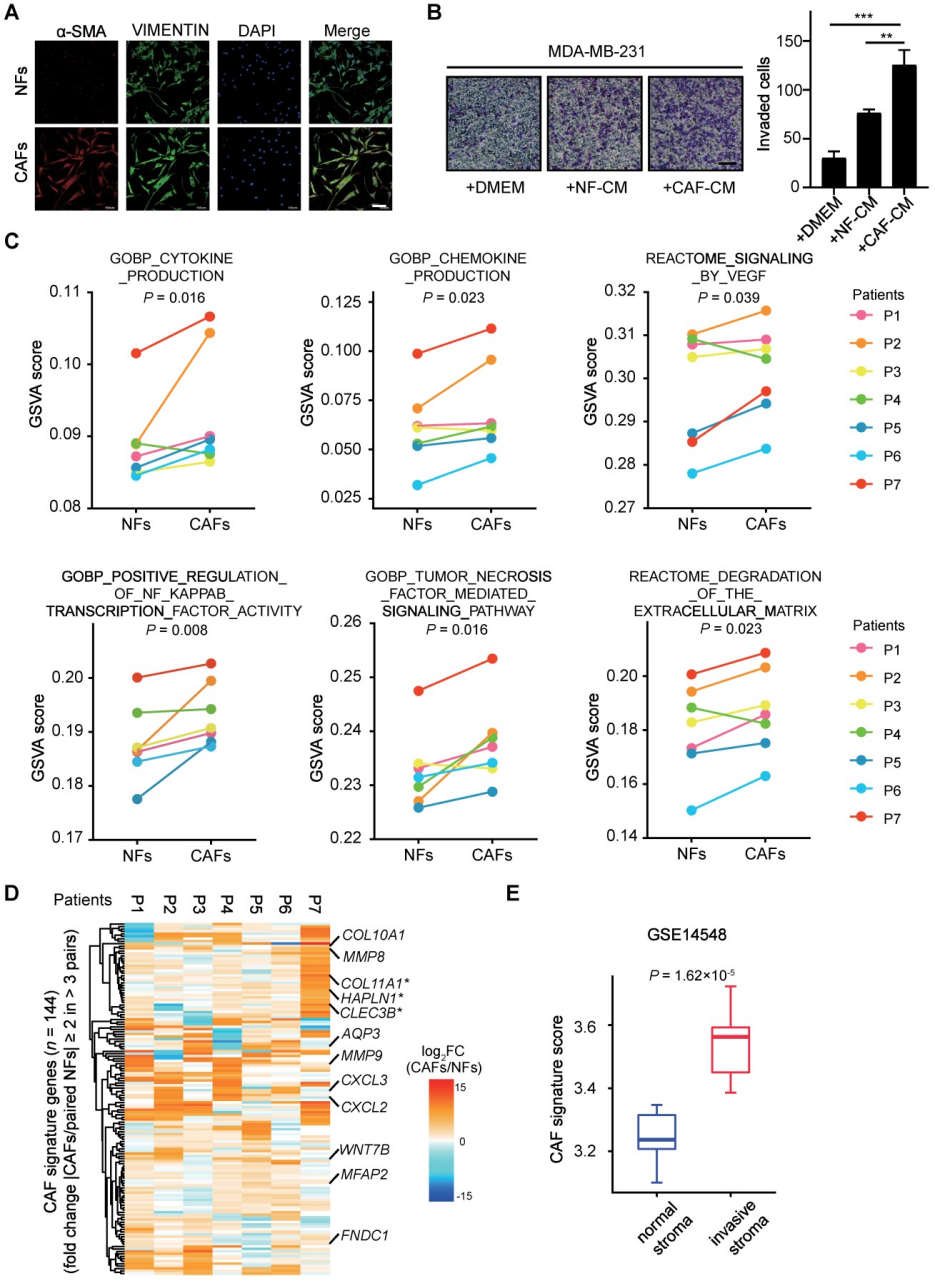
** Transcriptional alterations in metastasis associated CAFs.** (**A**) α-SMA (red), VIMENTIN (green) and 4′,6-diamidino-2-phenylindole (DAPI) (blue) staining of NFs and matched CAFs isolated from breast cancer patients. Scale bars, 100 μm. (**B**) Transwell assays showing invaded MDA-MB-231 after incubation with DMEM, NF-conditional medium (CM), CAF-CM for 48 h. Left: representative images are shown. Scale bars, 100 μm. Right: quantification analysis of invaded cells is shown. Bars represent mean ± SD (standard deviation), *n* = 3. *P* value was determined by two-sided unpaired *t* test. **, *P* < 0.01; ***, *P* < 0.001. (**C**) GSVA analyses for paired RNA-seq data (NFs/CAFs) from seven patients. Line plot comparisons of GSVA scores of indicated gene sets from Molecular Signature Database (MsigDB) are shown. *n* = 7 biologically independent patient samples. P1-P7, patient 1-7 respectively. *P* values were determined by one-sided Wilcoxon signed rank exact test. (**D**) CAF signature genes consisting of 144 genes were identified (fold change (CAFs/paired NFs) ≥ 2 in more than 3 pairs). Heatmap shows log_2_ transformed fold change (CAFs/paired NFs) in mRNA levels of CAF signature genes, using RNA-seq data in seven pairs of NFs and CAFs. Several reported tumor-promoting genes are labeled. Asterisks (*) mark genes known to encode CAFs' secreted factors. (**E**) Boxplot shows CAF signature score in normal stroma and invasive stroma for GSE14548 microarray dataset. The lower and upper hinges represent the first and third quartiles. The midline represents the median. The upper and lower whiskers extend from the hinge up to 1.5 × IQR (inter-quartile range). CAF signature score was calculated as mean mRNA levels of CAF signature genes. *P* value was determined by two-sided unpaired *t*-test.

**Figure 2:**
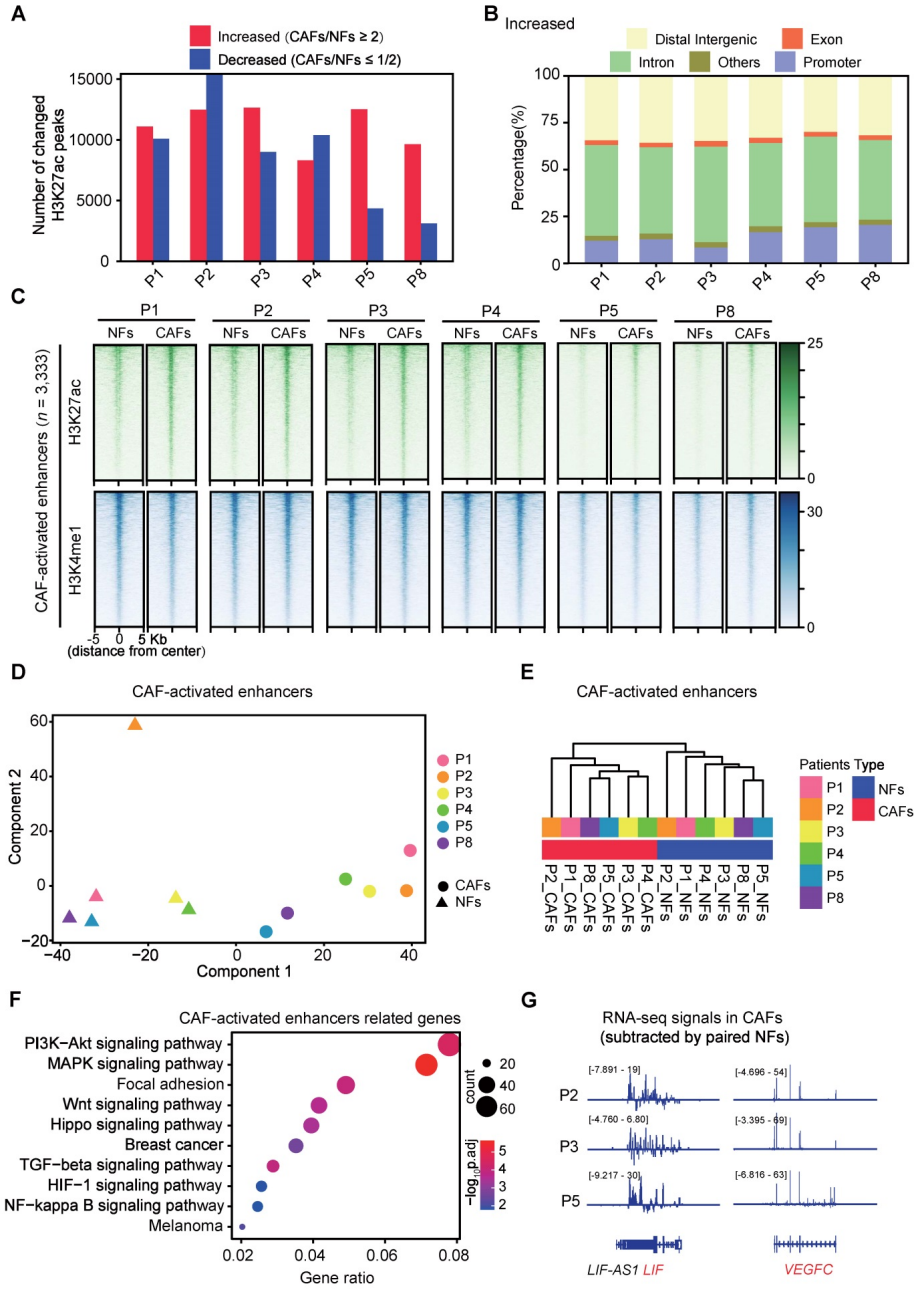
** Enhancer reprogramming accompanies with CAF activation.** (**A**) The number of peaks with increased H3K27ac (≥ 2-fold than paired NFs) and decreased H3K27ac (≤ 1/2-fold than paired NFs) are shown. P1-P5, patient 1-5; P8, patient 8. (**B**) Genomic distribution of peaks with increased H3K27ac enrichment. (**C**) Heatmaps of H3K27ac and H3K4me1 CUT&Tag-seq signals in six pairs of NFs and paired CAFs across regions of ± 5,000 bp surrounding the center of CAF-activated enhancers. (**D**) PCA plot of CAF-activated enhancers for H3K27ac signals in each sample. The circle represents CAF samples while the triangle represents NF samples. (**E**) Unsupervised hierarchical clustering of CAF-activated enhancers for H3K27ac signals in each sample. (**F**) Highly enriched KEGG pathways of nearest genes of CAF-activated enhancers are shown. (**G**) Tracks of RNA-seq signals of designated genes in CAFs subtracted by paired NFs.

**Figure 3:**
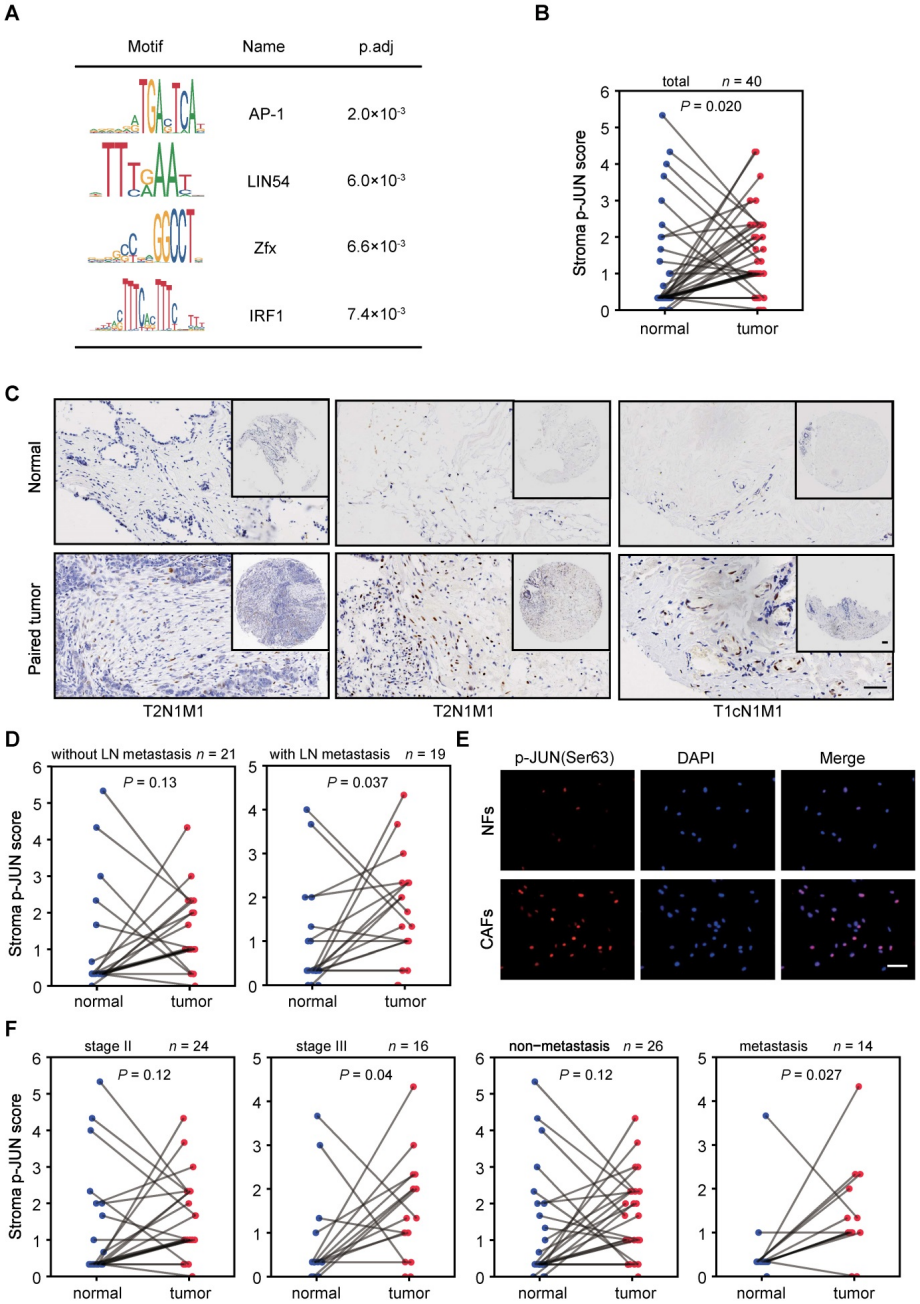
** Identification and characterization of JUN in breast cancer stroma**. (**A**) Motif analysis of regions of ± 300 bp surrounding the center of CAF-activated enhancers using MEME Suite. (**B**, **D** and **F**) Stroma immunostaining scores of phosphorylated JUN (p-JUN) in para-cancerous and paired tumor tissues of indicated conditions are shown as line plot. The numbers of samples for each condition are marked above the panel. *P* value was determined by one-sided paired *t* test. (**C**) Representative images of p-JUN immunostaining in three pairs of para-cancerous tissues and paired breast cancer tissues. Clinical TNM stage was labeled at the bottom. T, tumor. N, node. M, metastasis. Scale bars, 100 μm. (**E**) Immunostaining of p-JUN (red) and DAPI (blue) in NFs and paired CAFs. Scale bars, 100 μm.

**Figure 4:**
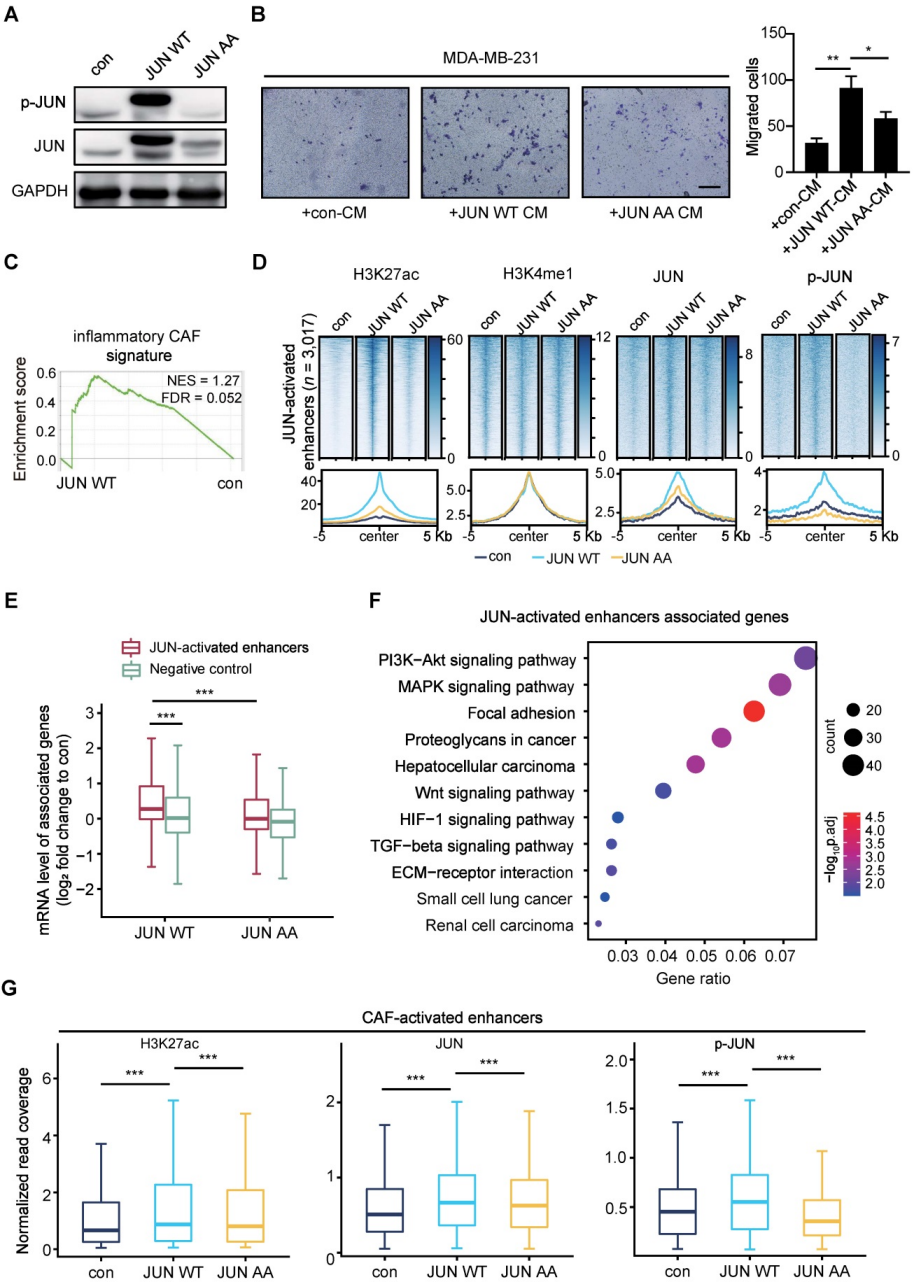
** Phosphorylated JUN induces enhancer activation in fibroblasts and thereby increases cancer cell invasiveness.** (**A**) WB assays showing the levels of p-JUN and total JUN. GAPDH is used as a loading control. (**B**) Transwell assays showing migrated MDA-MB-231 after incubation with CM of MRC5 overexpressing JUN WT, JUN AA or control for 48 h. Left: representative images are shown. Scale bars, 200 μm. Right: quantification analysis of migrated cells is shown. Bars represent mean ± SD (standard deviation), *n* = 3. *P* value was determined by two-sided unpaired *t* test. *, *P* < 0.05; **, *P* < 0.01. (**C**) Gene set enrichment analysis (GSEA) for inflammatory CAF signature based on the RNA-seq data of MRC5 overexpressing JUN WT and control. (**D**) Heatmaps and average profiles of H3K27ac, H3K4me1, JUN and p-JUN ChIP-seq signals across regions of ± 5,000 bp surrounding JUN-activated enhancers center. (**E**) Boxplot shows mRNA level fold change (each designated group (JUN WT or JUN AA) relative to control) of associated genes with JUN-activated enhancers and non-activated enhancers (Negative control). *P* value of comparison the first box with the second box was determined by two-sided unpaired *t* test. *P* value of comparison the first box with the third box was determined by two-sided paired *t* test. ***, *P* < 0.001. (**F**) Highly enriched KEGG pathways of nearest genes of JUN-activated enhancers are shown. (**G**) Boxplots to compare the H3K27ac, JUN and p-JUN ChIP-seq signals at CAF-activated enhancers in each designated group of cells. *P* value was determined by two-sided paired *t* test. ***, *P* < 0.001.

**Figure 5:**
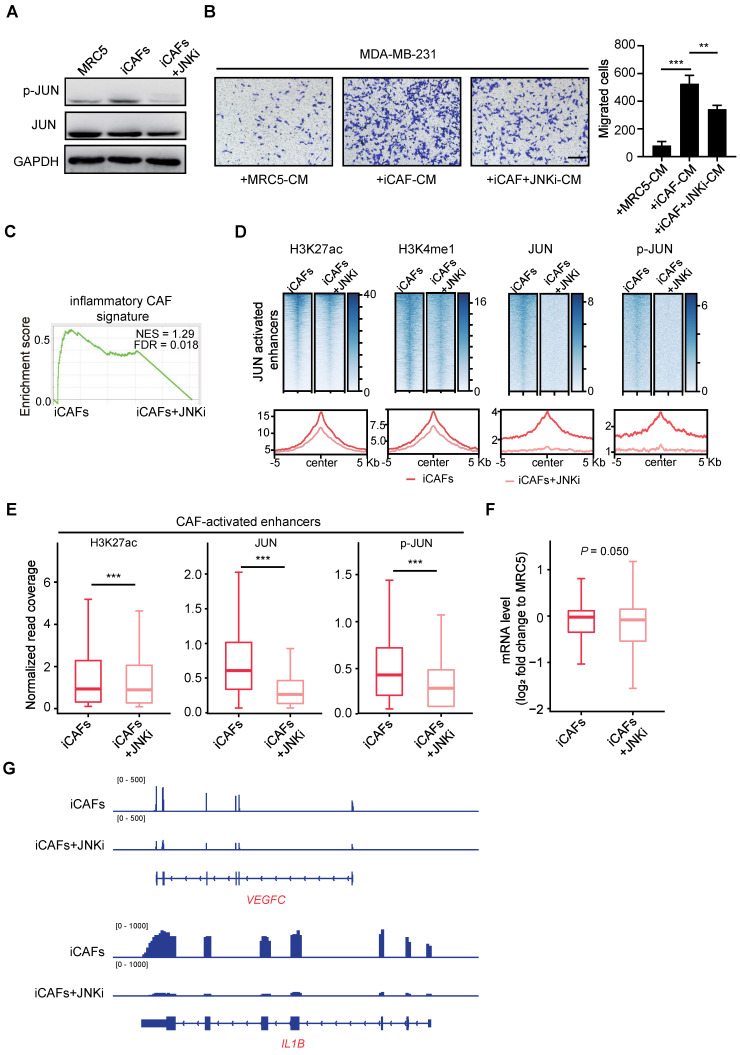
** Phosphorylated JUN is required for maintenance of the CAF-activated enhancers.** (**A**) WB assays showing the levels of p-JUN and JUN in mock MRC5 cells, induced CAFs (iCAFs) and JNKi-treated iCAFs (iCAFs+JNKi). GAPDH is used as a loading control. (**B**) Transwell assays showing migrated MDA-MB-231 after incubation with CM of MRC5, iCAFs and iCAFs+JNKi for 48 h. Left: representative images are shown. Scale bars, 200 μm. Right: quantification analysis of migrated cells is shown. Bars represent mean ± SD, *n* = 3. *P* value was determined by two-sided unpaired *t* test. **, *P* < 0.01; ***, *P* < 0.001. (**C**) GSEA for inflammatory CAF signature based on the RNA-seq data of iCAFs and iCAFs+JNKi. (**D**) Heatmaps and average profiles of H3K27ac, H3K4me1, JUN and p-JUN ChIP-seq signals across regions of ± 5,000 bp surrounding JUN-activated enhancers center. (**E**) Boxplots to compare the enrichment of H3K27ac, JUN and p-JUN at CAF-activated enhancers in each designated group of cells. *P* value was determined by two-sided paired *t* test. ***, *P* < 0.001. (**F**) The differential mRNA levels of JUN-activated enhancers nearest genes (log_2_ fold change (each group to MRC5 control cells)) is shown as boxplot. *P* value was determined by one-sided paired* t* test. (**G**) Tracks of RNA-seq signals of designated genes respectively in mock iCAFs and JNKi-treated iCAFs.

**Figure 6:**
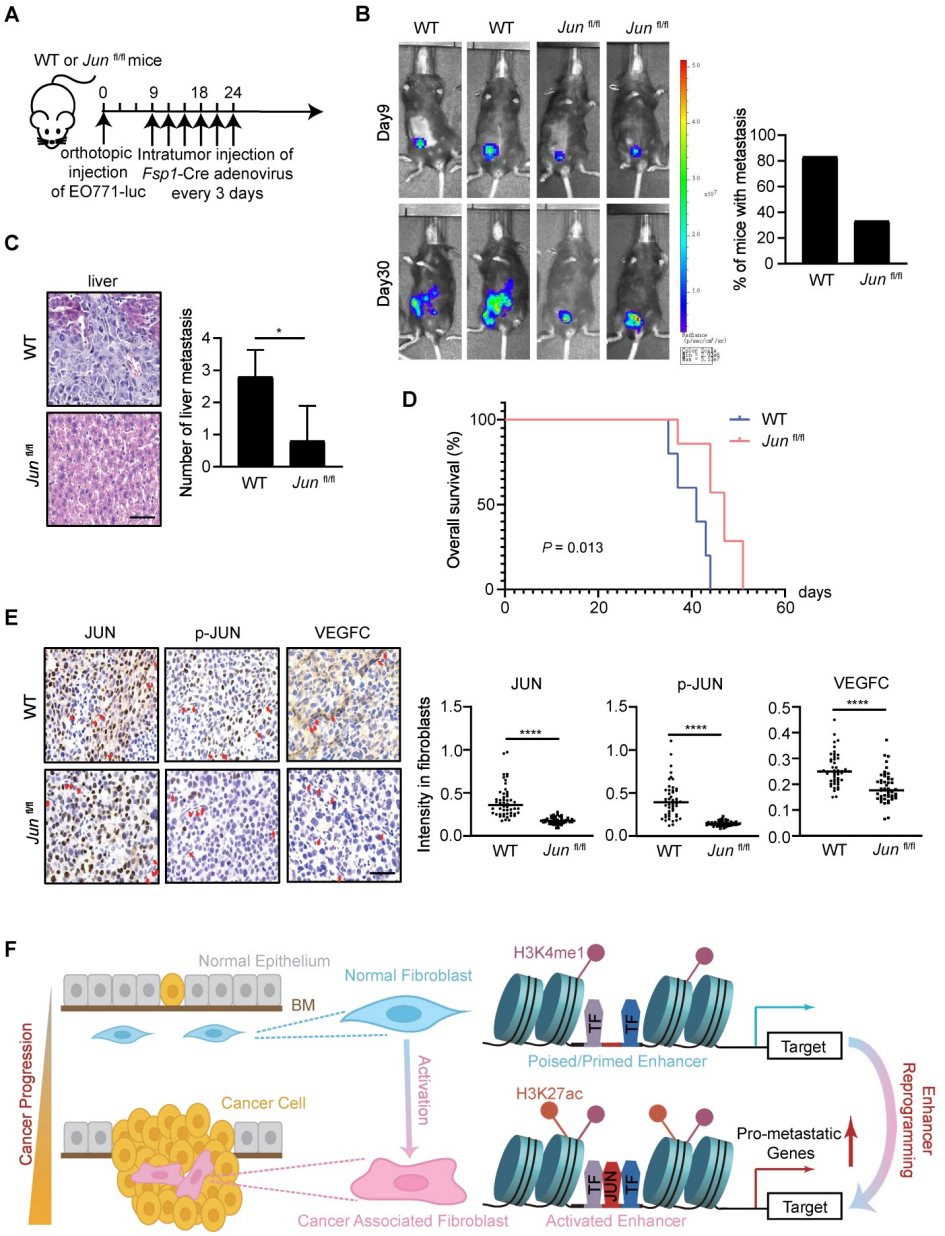
** JUN deficiency in stroma inhibits cancer metastasis *in vivo*.** (**A**) Schematics showing the experimental design. (**B**) Left: representative luciferase images of allografted mice, 9 and 30 days after tumor implantation. Right: quantification of the number of mice with metastasis, *n* = 6 per group. (**C**) Left: H&E staining of allografted tumors showing liver metastasis. Scale bars, 50 μm. Right: quantification of the number of liver metastasis. Bars represent mean ± SD.* P* value was calculated using two-sided unpaired *t* test. *, *P* < 0.05, *n* = 5 per group. (**D**) Kaplan-Meier survival curve of allografted mice. *P* value was determined by log-rank test, *n* = 6 per group. (**E**) Left: immunostaining of JUN, p-JUN, VEGFC in allografted tumors. Fibroblasts are labeled using red arrows. Scale bars, 50 μm. Right: quantification of immunostaining intensities in fibroblasts. Line represents the median. *P* value was calculated using two-sided unpaired *t* test. ****, *P* < 0.0001, *n* = 50. (**F**) A proposed model of JUN-mediated enhancer reprogramming which underlies the upregulated expression of pro-metastatic genes. Consequently, this deregulated transcription regulatory network results in CAF activation and thereby non-autonomously promoters breast cancer metastasis. BM, base membrane.

## References

[1] Bejarano L, Jordao MJC, Joyce JA (2021). Therapeutic targeting of the tumor microenvironment. Cancer Discov.

[2] Hinshaw DC, Shevde LA (2019). The tumor microenvironment innately modulates cancer progression. Cancer Res.

[3] Calon A, Lonardo E, Berenguer-Llergo A, Espinet E, Hernando-Momblona X, Iglesias M (2015). Stromal gene expression defines poor-prognosis subtypes in colorectal cancer. Nat Genet.

[4] Isella C, Terrasi A, Bellomo SE, Petti C, Galatola G, Muratore A (2015). Stromal contribution to the colorectal cancer transcriptome. Nat Genet.

[5] Roswall P, Bocci M, Bartoschek M, Li H, Kristiansen G, Jansson S (2018). Microenvironmental control of breast cancer subtype elicited through paracrine platelet-derived growth factor-CC signaling. Nat Med.

[6] Su S, Liu Q, Chen J, Chen J, Chen F, He C (2014). A positive feedback loop between mesenchymal-like cancer cells and macrophages is essential to breast cancer metastasis. Cancer Cell.

[7] Scherz-Shouval R, Santagata S, Mendillo ML, Sholl LM, Ben-Aharon I, Beck AH (2014). The reprogramming of tumor stroma by HSF1 is a potent enabler of malignancy. Cell.

[8] Chen X, Song E (2019). Turning foes to friends: targeting cancer-associated fibroblasts. Nat Rev Drug Discov.

[9] Loibl S, Poortmans P, Morrow M, Denkert C, Curigliano G (2021). Breast cancer. Lancet.

[10] Sahai E, Astsaturov I, Cukierman E, DeNardo DG, Egeblad M, Evans RM (2020). A framework for advancing our understanding of cancer-associated fibroblasts. Nat Rev Cancer.

[11] Chen Y, McAndrews KM, Kalluri R (2021). Clinical and therapeutic relevance of cancer-associated fibroblasts. Nat Rev Clin Oncol.

[12] Kalluri R (2016). The biology and function of fibroblasts in cancer. Nat Rev Cancer.

[13] Erez N, Truitt M, Olson P, Arron ST, Hanahan D (2010). Cancer-associated fibroblasts are activated in incipient neoplasia to orchestrate tumor-promoting inflammation in an NF-kappaB-dependent manner. Cancer Cell.

[14] Cazet AS, Hui MN, Elsworth BL, Wu SZ, Roden D, Chan CL (2018). Targeting stromal remodeling and cancer stem cell plasticity overcomes chemoresistance in triple negative breast cancer. Nat Commun.

[15] Arina A, Idel C, Hyjek EM, Alegre ML, Wang Y, Bindokas VP (2016). Tumor-associated fibroblasts predominantly come from local and not circulating precursors. Proc Natl Acad Sci U S A.

[16] Calon A, Espinet E, Palomo-Ponce S, Tauriello DV, Iglesias M, Cespedes MV (2012). Dependency of colorectal cancer on a TGF-beta-driven program in stromal cells for metastasis initiation. Cancer Cell.

[17] Biffi G, Oni TE, Spielman B, Hao Y, Elyada E, Park Y (2019). IL1-induced JAK/STAT signaling is antagonized by TGFbeta to shape CAF heterogeneity in pancreatic ductal adenocarcinoma. Cancer Discov.

[18] Karakasheva TA, Lin EW, Tang Q, Qiao E, Waldron TJ, Soni M (2018). IL-6 mediates cross-talk between tumor cells and activated fibroblasts in the tumor microenvironment. Cancer Res.

[19] Sharon Y, Raz Y, Cohen N, Ben-Shmuel A, Schwartz H, Geiger T (2015). Tumor-derived osteopontin reprograms normal mammary fibroblasts to promote inflammation and tumor growth in breast cancer. Cancer Res.

[20] Valenti G, Quinn HM, Heynen G, Lan L, Holland JD, Vogel R (2017). Cancer stem cells regulate cancer-associated fibroblasts via activation of hedgehog signaling in mammary gland tumors. Cancer Res.

[21] Min J, Zaslavsky A, Fedele G, McLaughlin SK, Reczek EE, De Raedt T (2010). An oncogene-tumor suppressor cascade drives metastatic prostate cancer by coordinately activating Ras and nuclear factor-kappaB. Nat Med.

[22] Ernst J, Kheradpour P, Mikkelsen TS, Shoresh N, Ward LD, Epstein CB (2011). Mapping and analysis of chromatin state dynamics in nine human cell types. Nature.

[23] Heintzman ND, Hon GC, Hawkins RD, Kheradpour P, Stark A, Harp LF (2009). Histone modifications at human enhancers reflect global cell-type-specific gene expression. Nature.

[24] Buecker C, Wysocka J (2012). Enhancers as information integration hubs in development: lessons from genomics. Trends Genet.

[25] Shlyueva D, Stampfel G, Stark A (2014). Transcriptional enhancers: from properties to genome-wide predictions. Nat Rev Genet.

[26] Roe JS, Hwang CI, Somerville TDD, Milazzo JP, Lee EJ, Da Silva B (2017). Enhancer reprogramming promotes pancreatic cancer metastasis. Cell.

[27] Liu F, Hon GC, Villa GR, Turner KM, Ikegami S, Yang H (2015). EGFR mutation promotes glioblastoma through epigenome and transcription factor network remodeling. Mol Cell.

[28] Hänzelmann S, Castelo R, Guinney J (2013). GSVA: gene set variation analysis for microarray and RNA-seq data. BMC Bioinformatics.

[29] Korkaya H, Liu S, Wicha MS (2011). Breast cancer stem cells, cytokine networks, and the tumor microenvironment. J Clin Invest.

[30] Wu Y-H, Huang Y-F, Chang T-H, Chen C-C, Wu P-Y, Huang S-C (2021). COL11A1 activates cancer-associated fibroblasts by modulating TGF-β3 through the NF-κB/IGFBP2 axis in ovarian cancer cells. Oncogene.

[31] Zhang T, Li X, He Y, Wang Y, Shen J, Wang S (2022). Cancer-associated fibroblasts-derived HAPLN1 promotes tumour invasion through extracellular matrix remodeling in gastric cancer. Gastric Cancer.

[32] Zhu HF, Zhang XH, Gu CS, Zhong Y, Long T, Ma YD (2019). Cancer-associated fibroblasts promote colorectal cancer progression by secreting CLEC3B. Cancer Biol Ther.

[33] Kaya-Okur HS, Wu SJ, Codomo CA, Pledger ES, Bryson TD, Henikoff JG (2019). CUT&Tag for efficient epigenomic profiling of small samples and single cells. Nat Commun.

[34] Bailey TL, Machanick P (2012). Inferring direct DNA binding from ChIP-seq. Nucleic Acids Res.

[35] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell.

[36] Eferl R, Wagner EF (2003). AP-1: a double-edged sword in tumorigenesis. Nat Rev Cancer.

[37] Vierbuchen T, Ling E, Cowley CJ, Couch CH, Wang X, Harmin DA (2017). AP-1 transcription factors and the BAF complex mediate signal-dependent enhancer selection. Mol Cell.

[38] Madrigal P, Alasoo K (2018). AP-1 takes centre stage in enhancer chromatin dynamics. Trends Cell Biol.

[39] Zanconato F, Forcato M, Battilana G, Azzolin L, Quaranta E, Bodega B (2015). Genome-wide association between YAP/TAZ/TEAD and AP-1 at enhancers drives oncogenic growth. Nat Cell Biol.

[40] Bi M, Zhang Z, Jiang YZ, Xue P, Wang H, Lai Z (2020). Enhancer reprogramming driven by high-order assemblies of transcription factors promotes phenotypic plasticity and breast cancer endocrine resistance. Nat Cell Biol.

[41] Davies CC, Chakraborty A, Cipriani F, Haigh K, Haigh JJ, Behrens A (2010). Identification of a co-activator that links growth factor signalling to c-Jun/AP-1 activation. Nat Cell Biol.

[42] Markov GJ, Mai T, Nair S, Shcherbina A, Wang YX, Burns DM (2021). AP-1 is a temporally regulated dual gatekeeper of reprogramming to pluripotency. Proc Natl Acad Sci U S A.

[43] Angel P, Allegretto EA, Okino ST, Hattori K, Boyle WJ, Hunter T (1988). Oncogene jun encodes a sequence-specific trans-activator similar to AP-1. Nature.

[44] Smeal T, Binetruy B, Mercola DA, Birrer M, Karin M (1991). Oncogenic and transcriptional cooperation with Ha-Ras requires phosphorylation of c-Jun on serines 63 and 73. Nature.

[45] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A.

[46] Mootha VK, Lindgren CM, Eriksson K-F, Subramanian A, Sihag S, Lehar J (2003). PGC-1α-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat Genet.

[47] Öhlund D, Handly-Santana A, Biffi G, Elyada E, Almeida AS, Ponz-Sarvise M (2017). Distinct populations of inflammatory fibroblasts and myofibroblasts in pancreatic cancer. J Exp Med.

[48] Elyada E, Bolisetty M, Laise P, Flynn WF, Courtois ET, Burkhart RA (2019). Cross-species single-cell analysis of pancreatic ductal adenocarcinoma reveals antigen-presenting cancer-associated fibroblasts. Cancer Discov.

[49] Zhang T, Inesta-Vaquera F, Niepel M, Zhang J, Ficarro SB, Machleidt T (2012). Discovery of potent and selective covalent inhibitors of JNK. Chem Biol.

[50] Sugiura K, Stock CC (1952). Studies in a tumor spectrum. I. Comparison of the action of methylbis (2-chloroethyl)amine and 3-bis(2-chloroethyl)aminomethyl-4-methoxymethyl -5-hydroxy-6-methylpyridine on the growth of a variety of mouse and rat tumors. Cancer.

[51] Le Naour A, Rossary A, Vasson MP (2020). EO771, is it a well-characterized cell line for mouse mammary cancer model? Limit and uncertainty. Cancer Med.

[52] Su S, Chen J, Yao H, Liu J, Yu S, Lao L (2018). CD10(+)GPR77(+) cancer-associated fibroblasts promote cancer formation and chemoresistance by sustaining cancer stemness. Cell.

[53] Costa A, Kieffer Y, Scholer-Dahirel A, Pelon F, Bourachot B, Cardon M (2018). Fibroblast heterogeneity and immunosuppressive environment in human breast cancer. Cancer Cell.

[54] Ozdemir BC, Pentcheva-Hoang T, Carstens JL, Zheng X, Wu CC, Simpson TR (2014). Depletion of carcinoma-associated fibroblasts and fibrosis induces immunosuppression and accelerates pancreas cancer with reduced survival. Cancer Cell.

[55] Rhim AD, Oberstein PE, Thomas DH, Mirek ET, Palermo CF, Sastra SA (2014). Stromal elements act to restrain, rather than support, pancreatic ductal adenocarcinoma. Cancer Cell.

[56] Pidsley R, Lawrence MG, Zotenko E, Niranjan B, Statham A, Song J (2018). Enduring epigenetic landmarks define the cancer microenvironment. Genome Res.

[57] Maeda M, Takeshima H, Iida N, Hattori N, Yamashita S, Moro H (2020). Cancer cell niche factors secreted from cancer-associated fibroblast by loss of H3K27me3. Gut.

[58] Madar S, Goldstein I, Rotter V (2013). 'Cancer associated fibroblasts'-more than meets the eye. Trends Mol Med.

[59] Aguilera C, Nakagawa K, Sancho R, Chakraborty A, Hendrich B, Behrens A (2011). c-Jun N-terminal phosphorylation antagonises recruitment of the Mbd3/NuRD repressor complex. Nature.

[60] Cui L, Chen SY, Lerbs T, Lee JW, Domizi P, Gordon S (2020). Activation of JUN in fibroblasts promotes pro-fibrotic programme and modulates protective immunity. Nat Commun.

[61] Orimo A, Gupta PB, Sgroi DC, Arenzana-Seisdedos F, Delaunay T, Naeem R (2005). Stromal fibroblasts present in invasive human breast carcinomas promote tumor growth and angiogenesis through elevated SDF-1/CXCL12 secretion. Cell.

[62] Dong F, Qin X, Wang B, Li Q, Hu J, Cheng X (2021). ALKBH5 facilitates hypoxia-induced paraspeckle assembly and IL8 secretion to generate an immunosuppressive tumor microenvironment. Cancer Res.

[63] Huo D, Yu Z, Li R, Gong M, Sidoli S, Lu X (2022). CpG island reconfiguration for the establishment and synchronization of polycomb functions upon exit from naive pluripotency. Mol Cell.

[64] Dong F, Li Q, Yang C, Huo D, Wang X, Ai C (2018). PRMT2 links histone H3R8 asymmetric dimethylation to oncogenic activation and tumorigenesis of glioblastoma. Nat Commun.

[65] Kim D, Paggi JM, Park C, Bennett C, Salzberg SL (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol.

[66] Pertea M, Pertea GM, Antonescu CM, Chang TC, Mendell JT, Salzberg SL (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat Biotechnol.

[67] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods.

[68] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[69] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol.

[70] Yu G, Wang LG, He QY (2015). ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics.

[71] Ramírez F, Ryan DP, Grüning B, Bhardwaj V, Kilpert F, Richter AS (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res.

[72] Yu G, Wang LG, Han Y, He QY (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS.

[73] Okada H, Danoff TM, Fischer A, Lopez-Guisa JM, Strutz F, Neilson EG (1998). Identification of a novel cis-acting element for fibroblast-specific transcription of the FSP1 gene. Am J Physiol.

# Supplementary material for: Enhancer reprogramming promotes the activation of cancer-associated fibroblasts and breast cancer metastasis
**Source:** Theranostics. 2022 Oct 24;12(17):7491–508. doi: 10.7150/thno.75853
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

## Supplemental Material

### **Enhancer reprogramming promotes the activation of cancer-associated fibroblasts and breast cancer metastasis**

Qian Li, Xuejiao Lv, Chunyong Han, Yu Kong, Zhongye Dai, Dawei Huo, Ting Li,  
Dapeng Li, Wei Li, Xing Wang, Qian Zhao, Jie Ming, Wen Yang, Yang Chen,

Xudong Wu\*

This file includes:

Figures S1-S9

Tables S1- S2

Figure S1

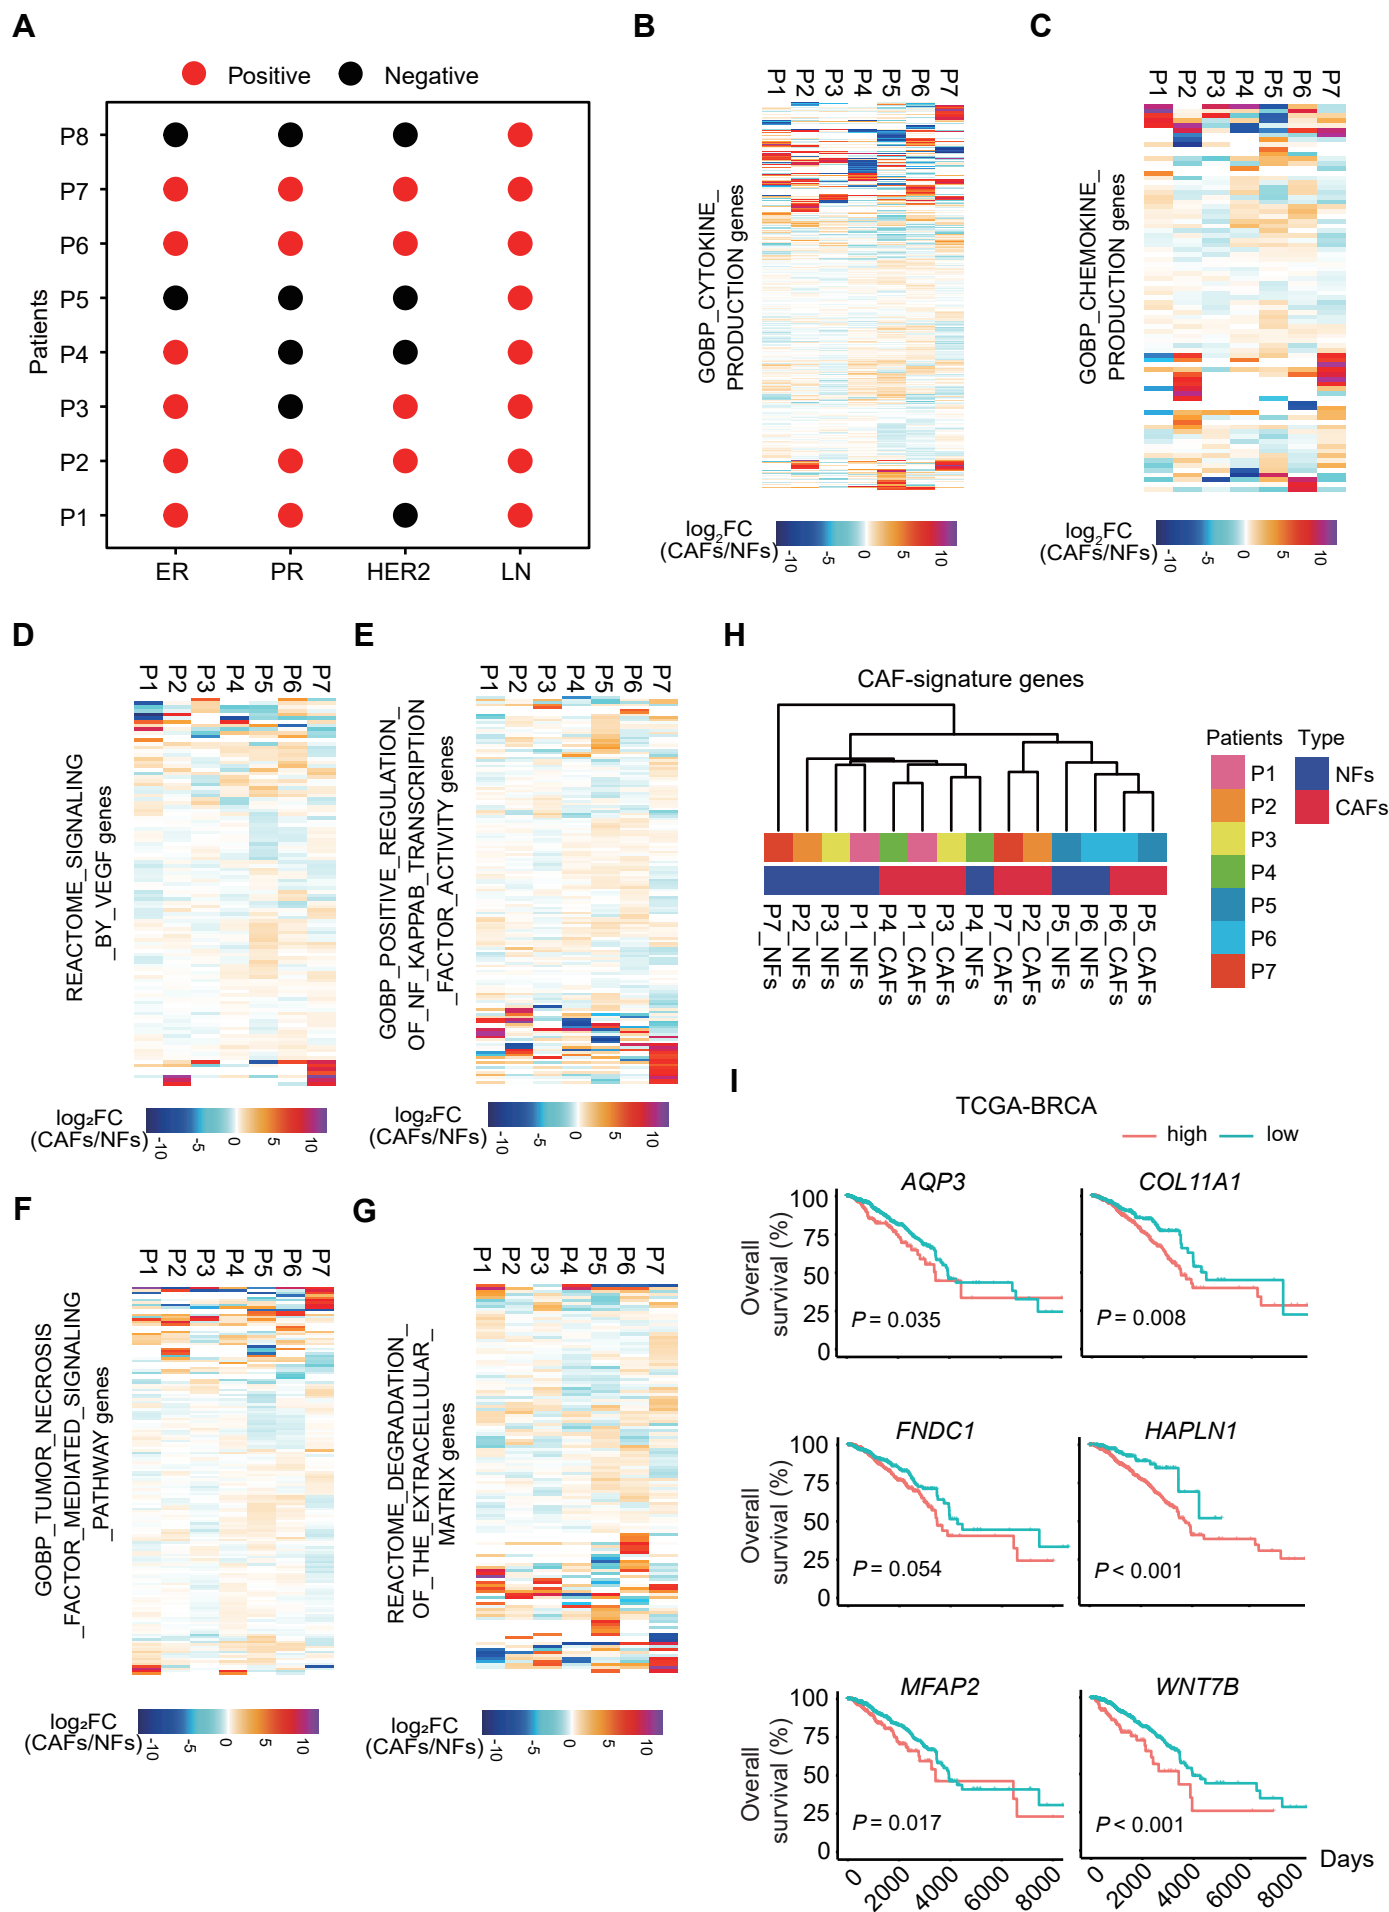

**Figure S1. Transcriptional deregulation in metastasis associated CAFs. (A)**

Clinical pathologic information of breast cancer patients whose NFs and CAFs are used in our study. ER, estrogen receptor; PR, progesterone receptor; HER2, human epithelial growth factor receptor 2; LN, lymph node metastasis. **(B-G)** Using RNA-seq data in seven pairs of NFs and CAFs, heatmaps show log<sub>2</sub> transformed fold change (CAF/paired NF) in mRNA levels of individual genes in designated gene sets. **(H)** Unsupervised hierarchical clustering of the expression profiles of CAF-signature genes in each designated sample. **(I)** Kaplan-Meier survival curves for correlation between mRNA expression levels of indicated genes and overall survival of breast cancer patients in the TCGA RNA-seq dataset. *P* values were determined by log-rank test.

Figure S2

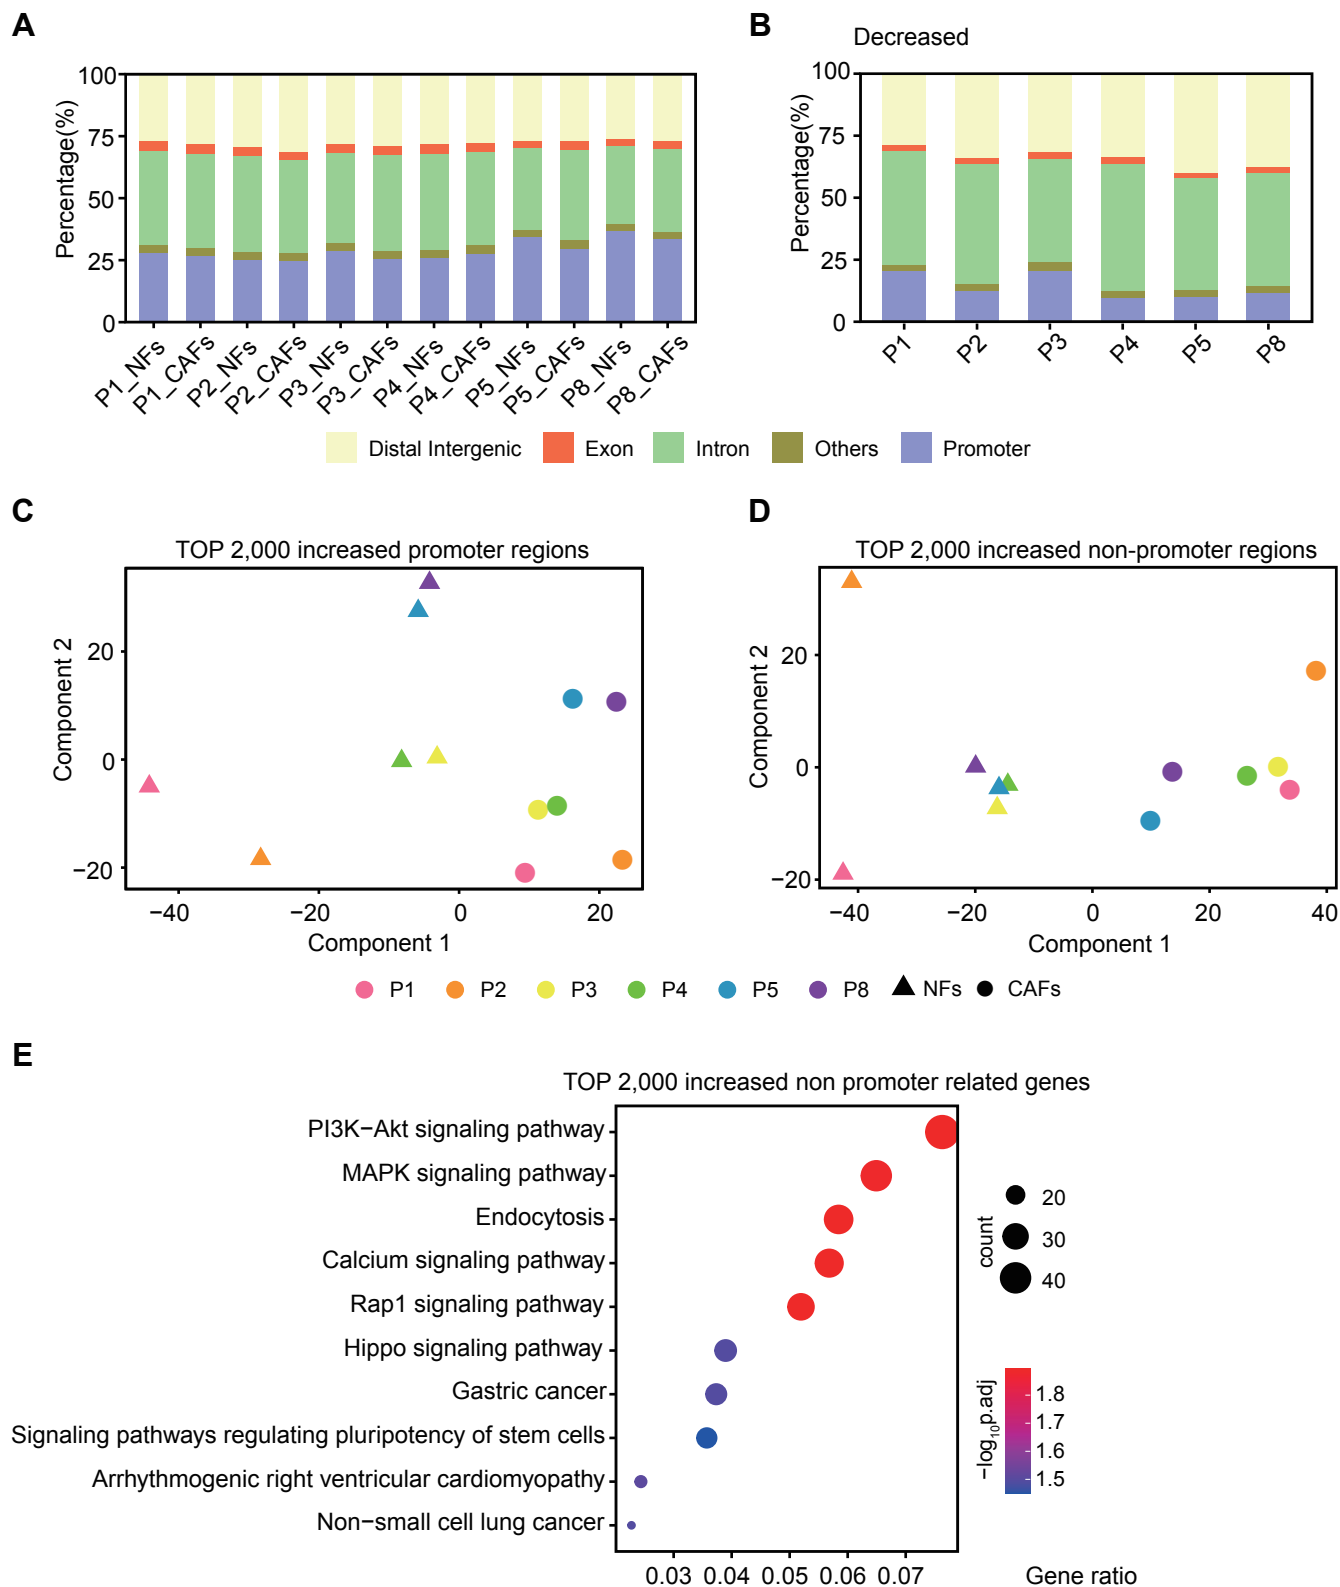

**Figure S2. Regions with increased H3K27ac enrichment distinguish between NFs and CAFs.** (A) Genomic distribution of peaks with H3K27ac enrichment in six pairs of NFs and CAFs. (B) Genomic distribution of peaks with decreased H3K27ac enrichment. (C-D) PCA plot for TOP 2,000 promoter regions (C) and non-promoter regions (D) with most increased H3K27ac enrichment. (E) Highly enriched KEGG pathways of nearest genes of TOP 2,000 increased non-promoter regions are shown.

**Figure S3**

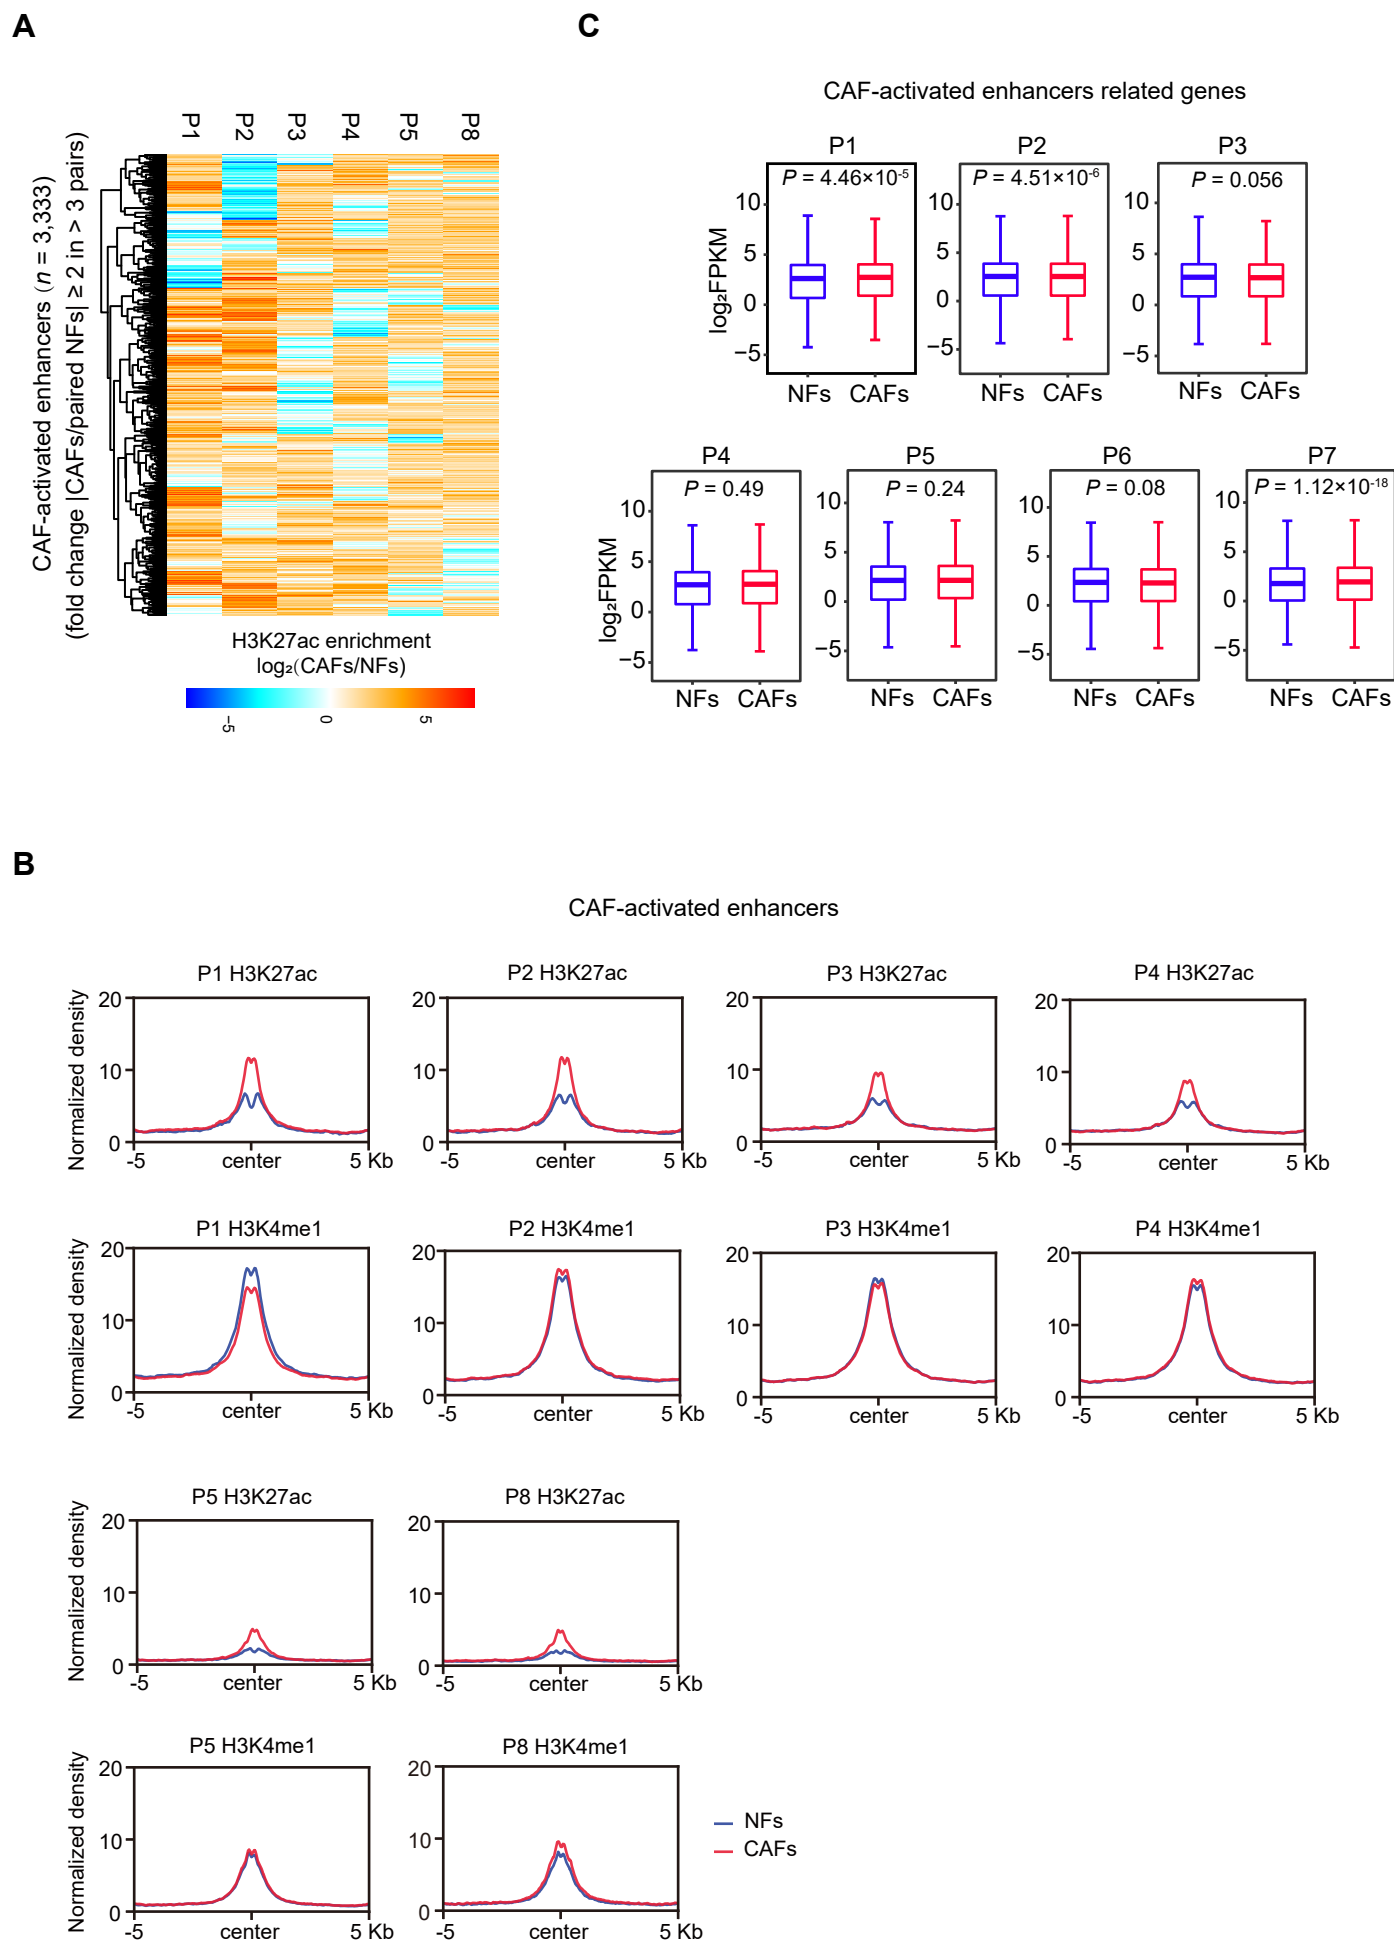

**Figure S3. CAF-activated enhancers in CAFs versus NFs.** (A) Heatmap shows H3K27ac enrichment by  $\log_2$  (CAFs/paired NFs) on the CAF-activated enhancers. (B) Average profiles of H3K27ac and H3K4me1 CUT&Tag-seq signals across a genomic window of  $\pm 5,000$  bp surrounding the center of CAF-activated enhancers. (C) Boxplots to compare the  $\log_2$  transformed mRNA expression levels of CAF-activated enhancers nearest genes in NFs and CAFs. The NFs and CAFs were isolated from Patient 1-7 (P1-P7) respectively. *P* values were determined by one-sided paired *t* test.

**Figure S4**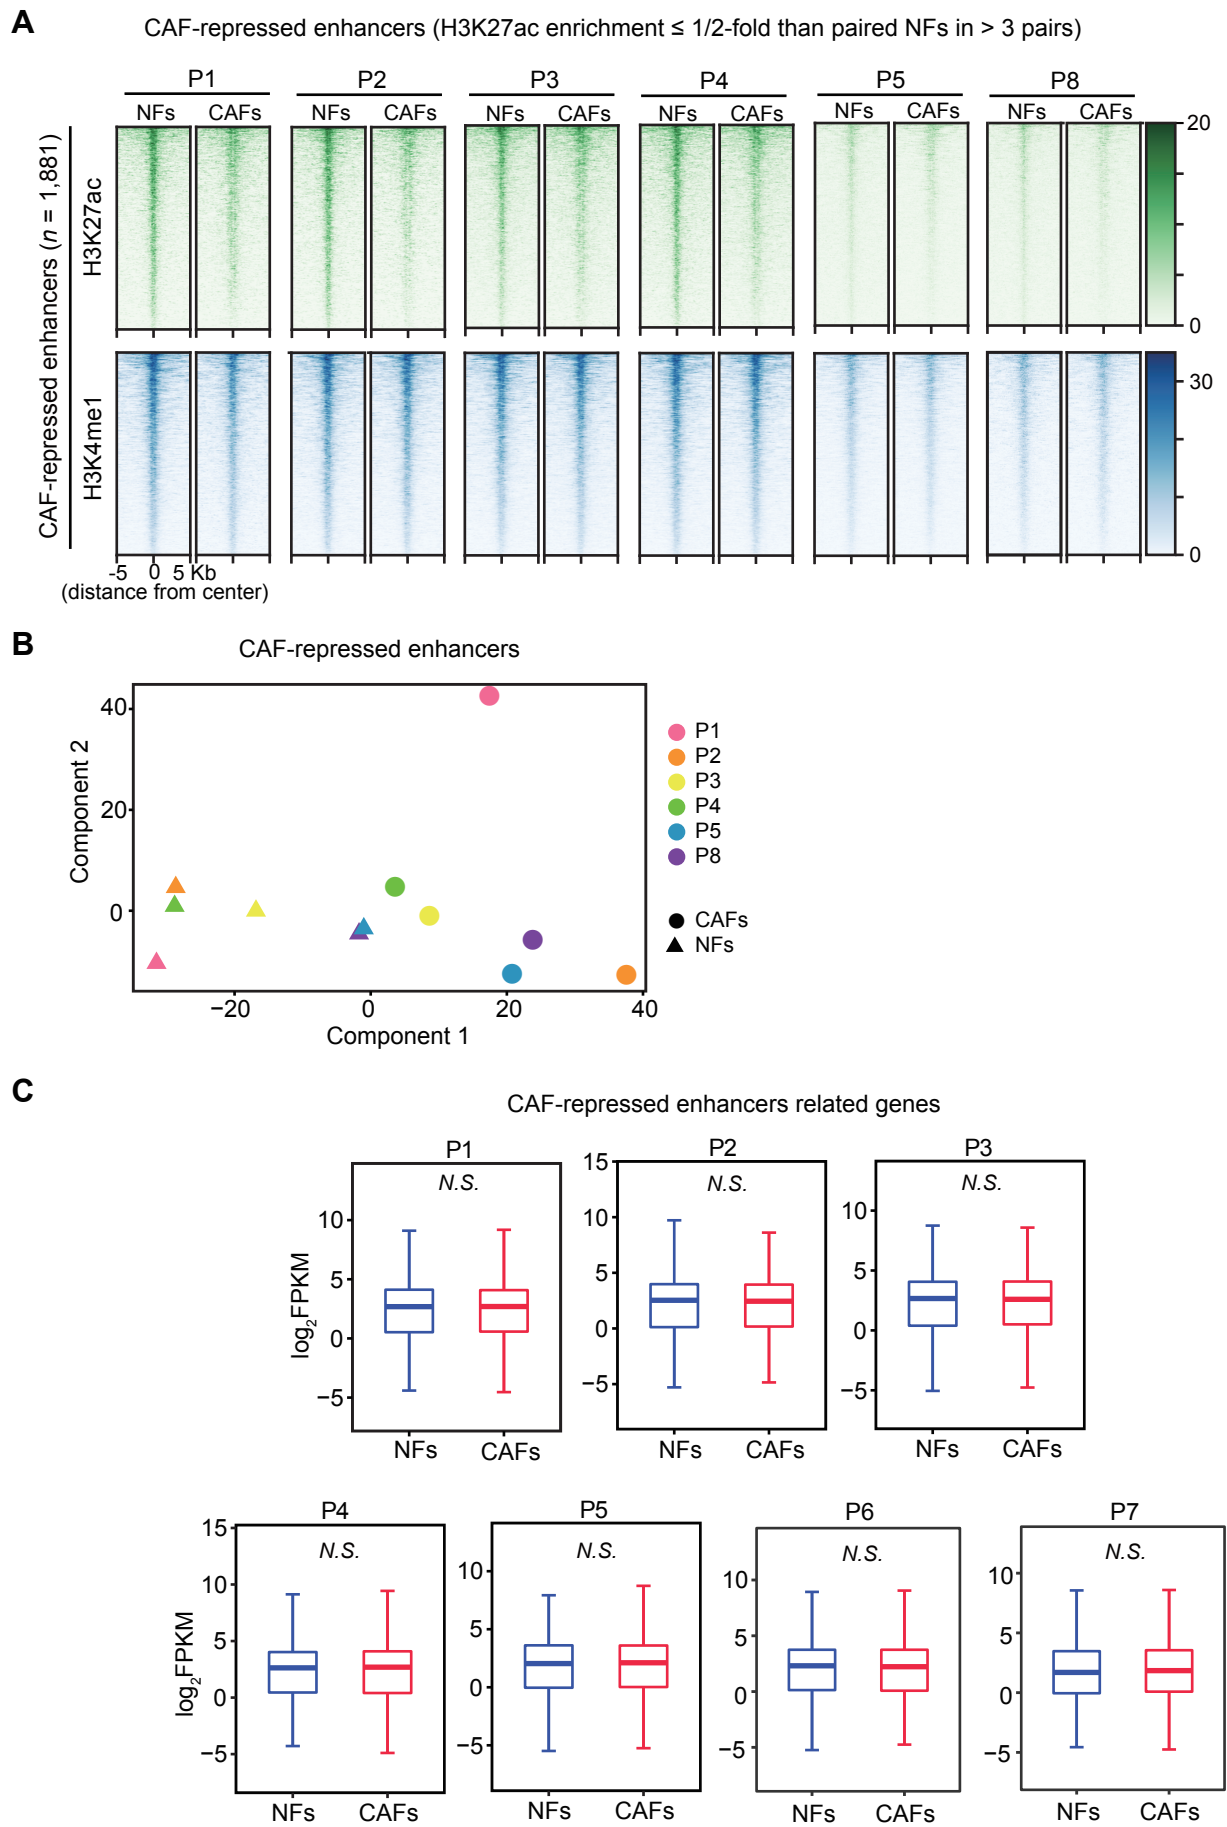

**Figure S4. CAF-repressed enhancers in primary CAFs.** (A) Heatmaps of H3K27ac and H3K4me1 in six pairs of NFs and paired CAFs across regions of  $\pm 5,000$  bp surrounding the center of CAF-repressed enhancers. (B) PCA plot of CAF-repressed enhancers for H3K27ac CUT&Tag-seq signals in each sample. (C) Boxplots to compare the Log<sub>2</sub> transformed mRNA expression levels of CAF-repressed enhancers nearest genes in NFs and CAFs. The NFs and CAFs were isolated from Patient 1-7 (P1-P7) respectively. *P* values were determined by one-sided paired *t* test. *N.S.*, non-significant.

**Figure S5**

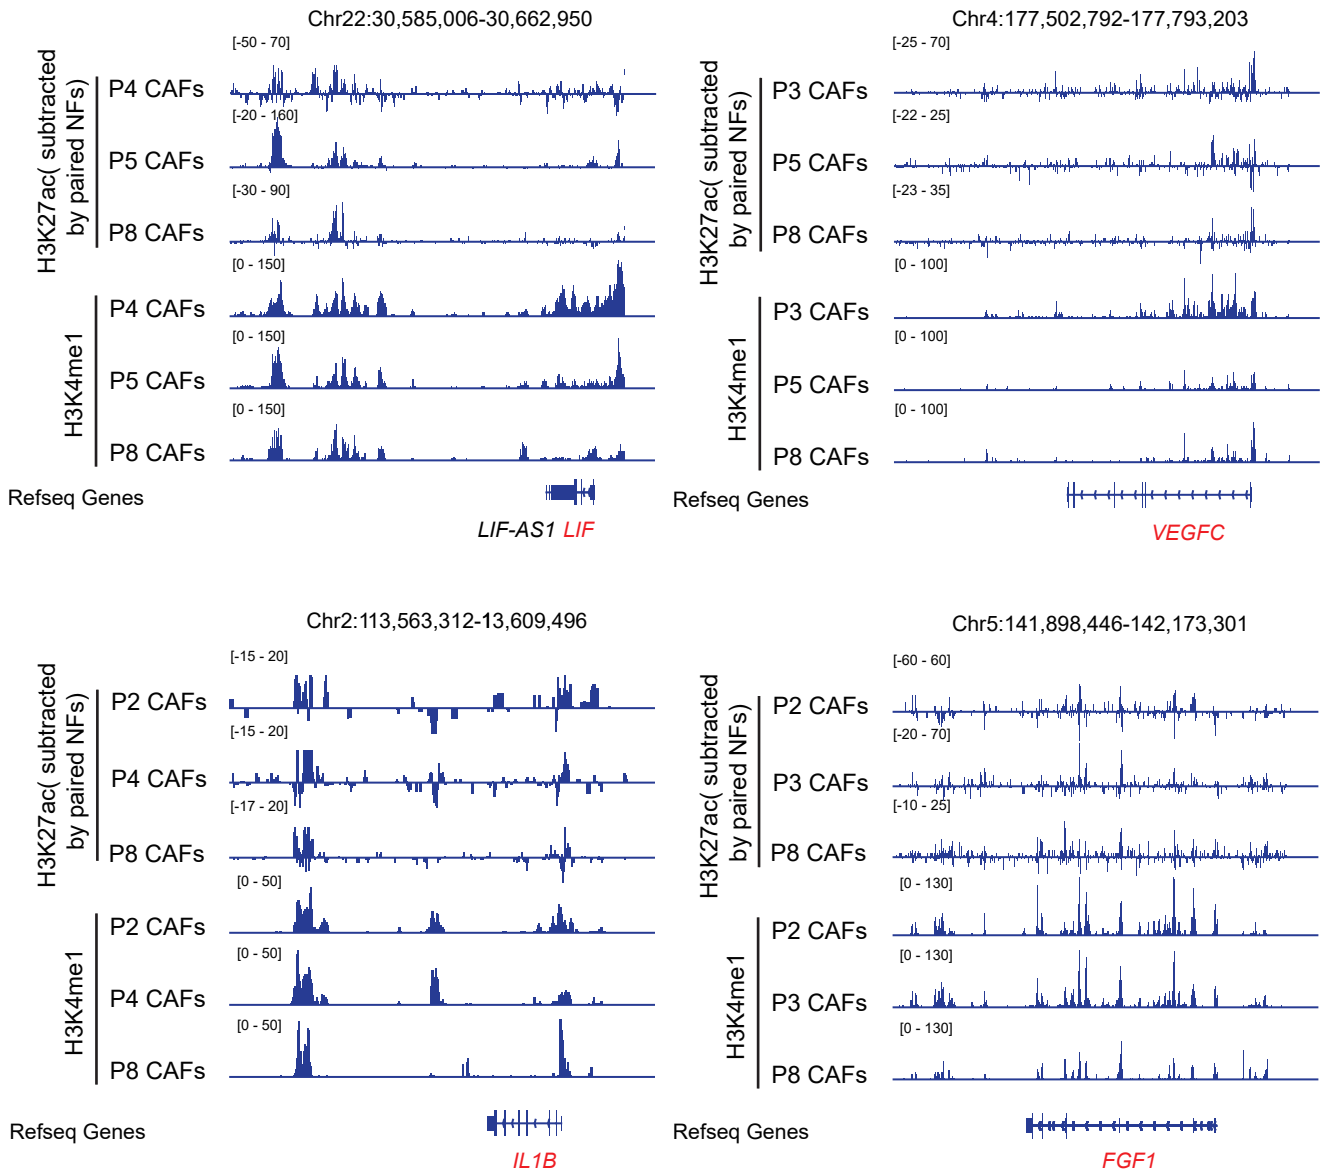

**Figure S5. Increased H3K27ac enrichment at CAF-activated enhancers in CAFs compared with NFs.** Representative genomic snapshots to compare the H3K27ac CUT&Tag-seq signals of two histone modifications at designated CAF-activated enhancers. The subtracted signals (CAFs-paired NFs) are shown for H3K27ac while the H3K4me1 signals are directly shown in CAFs.

Figure S6

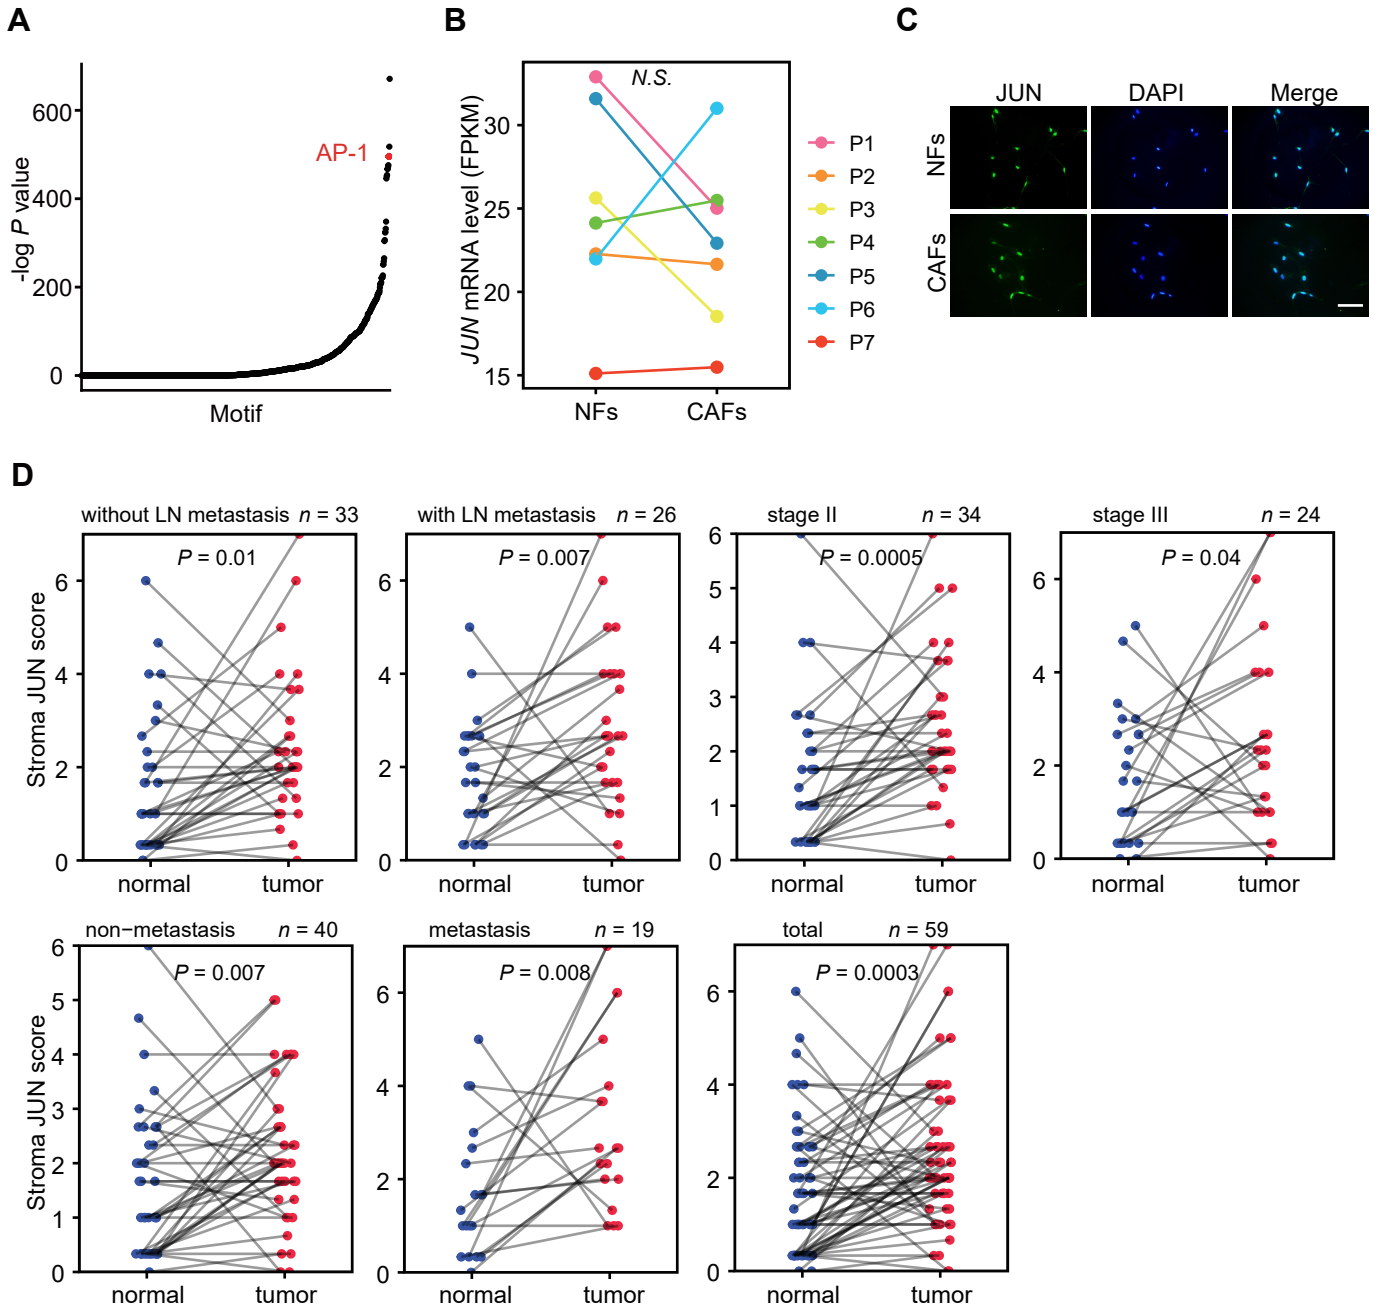

**Figure S6. Total protein levels of JUN in breast cancer stroma.** (A) Motif analysis of regions of  $\pm 300$  bp surrounding CAF-activated enhancers center using HOMER software. The data is shown in the order of  $-\log P$  value. (B) *JUN* mRNA levels are compared in NFs and CAFs, according to the RNA-seq data. *P* value was determined by one-sided Wilcoxon signed rank exact test. *N.S.*, non-significant. (C) JUN (green) and DAPI (blue) staining of NFs and paired CAFs. Scale bars, 100  $\mu$ m. (D) Stroma immunostaining scores of JUN in para-cancerous tissues and paired tumor tissues of indicated samples are shown as line plot. *P* values were determined by one-sided paired *t* test.

**Figure S7**

**A**

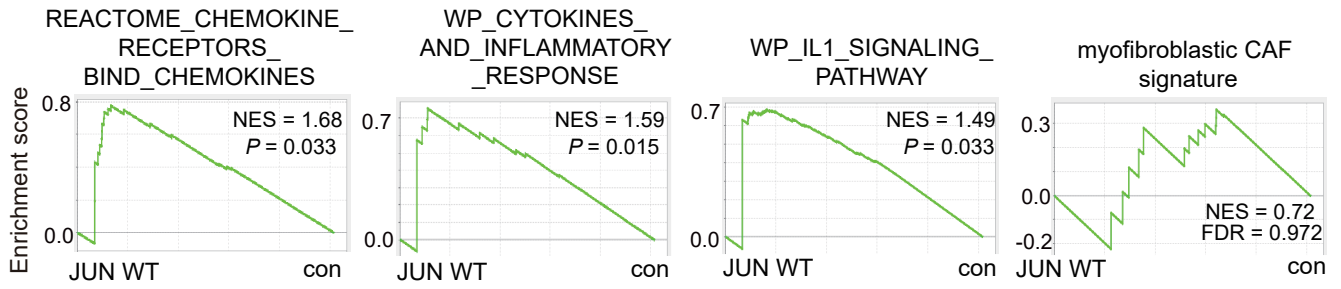

**B**

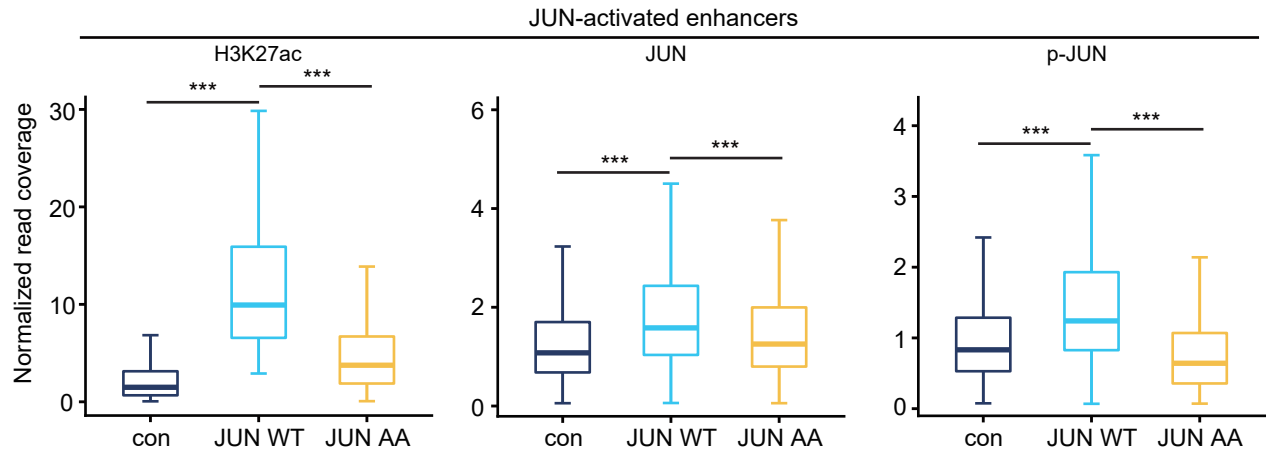

**C**

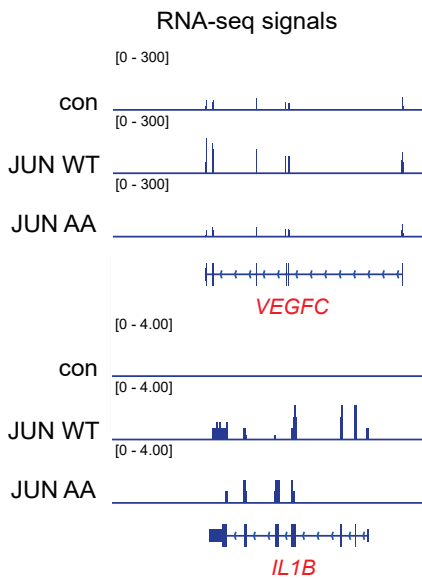

**E**

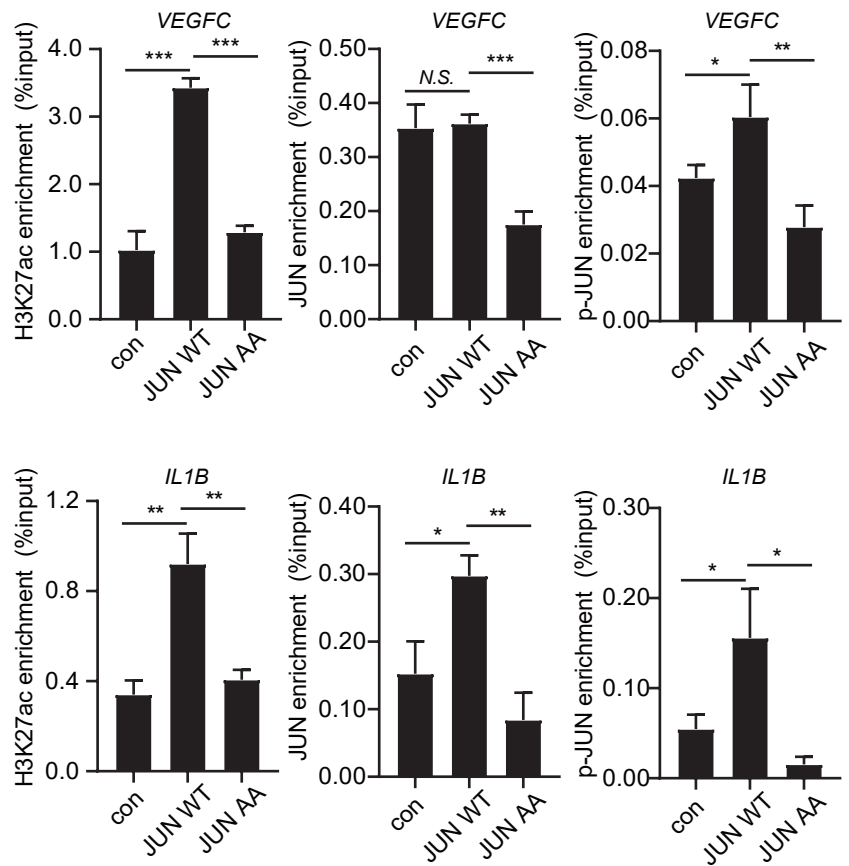

**D**

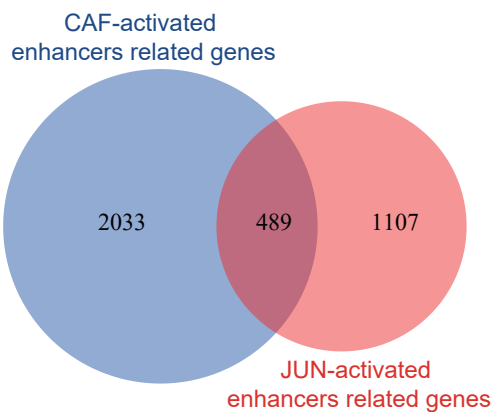

**Figure S7. Phosphorylated JUN drives enhancer activation and gene expression.**

(A) GSEA for the indicated signatures based on the RNA-seq data of MRC5 overexpressing JUN WT and control. (B) Normalized read coverages of H3K27ac, JUN and p-JUN ChIP-seq signals at JUN-activated enhancers are shown as boxplots. *P* value was determined by two-sided paired *t* test. \*\*\*, *P* < 0.001. (C) Tracks of RNA-seq signals of designated genes in designated groups of cells. (D) Venn diagram showing the overlap between primary CAF-activated enhancers associated genes and JUN-activated enhancers associated genes. (E) ChIP-qPCR analysis of H3K27ac, JUN and p-JUN enrichment at the activated enhancers associated with *VEGFC* and *IL1B*. Data are presented as mean  $\pm$  SD of three independent biological replicates. *P* value was determined by two-sided unpaired *t* test. \*, *P* < 0.05; \*\*, *P* < 0.01; \*\*\*, *P* < 0.001. *N.S.*, non-significant.

Figure S8

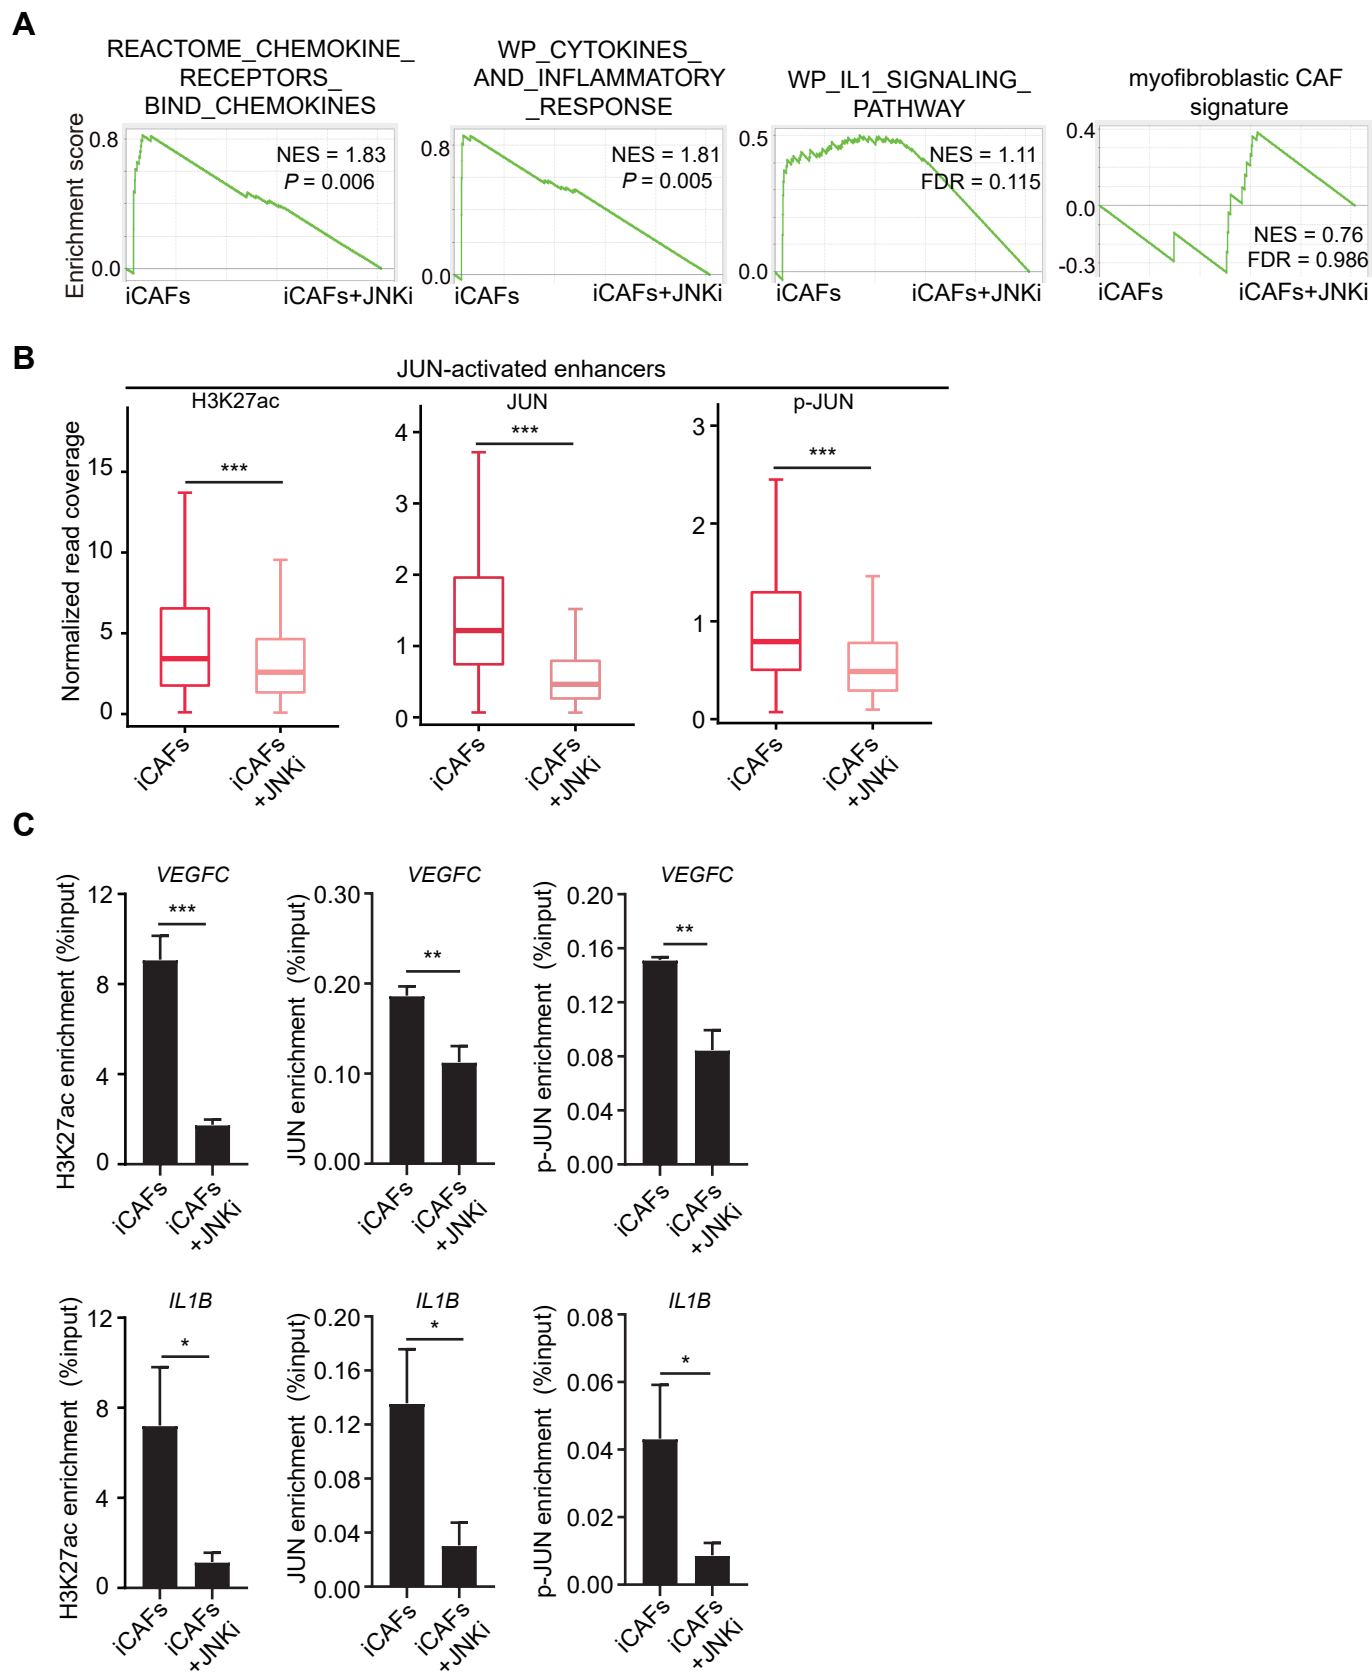

**Figure S8. Phosphorylated JUN is required for maintenance of the activated enhancers.** (A) GSEA for the indicated signatures based on the RNA-seq data of iCAFs and iCAFs+JNKi. (B) Normalized read coverages of H3K27ac, JUN and p-JUN ChIP-seq signals at JUN-activated enhancers are shown as boxplots. *P* value was determined by two-sided paired *t* test. \*\*\*, *P* < 0.001. (C) ChIP-qPCR analysis of H3K27ac, JUN and p-JUN enrichment at the active enhancers associated with *VEGFC* and *IL1B*. Data are presented as mean  $\pm$  SD of three independent biological replicates. *P* values were determined by two-sided unpaired *t* test. \*, *P* < 0.05; \*\*, *P* < 0.01; \*\*\*, *P* < 0.001.

**Figure S9**

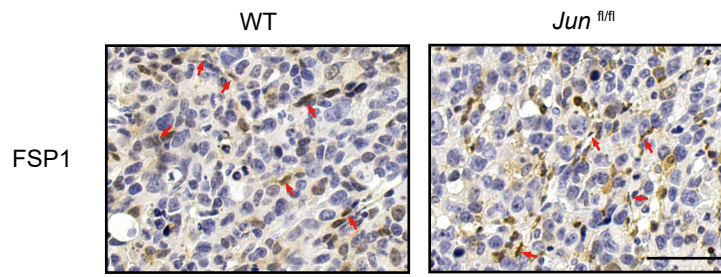

**Figure S9. FSP1 is extensively expressed in CAF-like cells inside the tumors.**

Immunostaining of FSP-1 in allografted tumors. Fibroblasts are labeled using red arrows. Scale bars, 50  $\mu$ m.

**Table S1. Clinical features of patients involved in this study.**

**Table S2 Alignment summary of CUT&Tag sequencing data.**

| <b>Sample</b>   | <b>Total reads</b> | <b>Overall alignment rate</b> | <b>Unique aligned reads</b> | <b>Unique alignment rate</b> |
|-----------------|--------------------|-------------------------------|-----------------------------|------------------------------|
| P1_NFs_H3K27ac  | 22643810           | 88.00%                        | 16330735                    | 72.12%                       |
| P1_NFs_H3K4me1  | 20761984           | 92.39%                        | 16225920                    | 78.15%                       |
| P1_CAFs_H3K27ac | 20467107           | 93.51%                        | 15674005                    | 76.58%                       |
| P1_CAFs_H3K4me1 | 34688571           | 93.69%                        | 25216460                    | 72.69%                       |
| P2_NFs_H3K27ac  | 23145607           | 93.15%                        | 17616486                    | 76.11%                       |
| P2_NFs_H3K4me1  | 18961157           | 95.78%                        | 15207156                    | 80.20%                       |
| P2_CAFs_H3K27ac | 19761418           | 90.46%                        | 14411438                    | 72.93%                       |
| P2_CAFs_H3K4me1 | 23394666           | 95.23%                        | 18560383                    | 79.34%                       |
| P3_NFs_H3K27ac  | 20357350           | 93.08%                        | 15084971                    | 74.10%                       |
| P3_NFs_H3K4me1  | 22847906           | 95.38%                        | 18272793                    | 79.98%                       |
| P3_CAFs_H3K27ac | 20653417           | 97.37%                        | 16030644                    | 77.62%                       |
| P3_CAFs_H3K4me1 | 23057999           | 94.78%                        | 18030640                    | 78.20%                       |
| P4_NFs_H3K27ac  | 19371281           | 96.15%                        | 14475316                    | 74.73%                       |
| P4_NFs_H3K4me1  | 25604433           | 94.50%                        | 20054609                    | 78.32%                       |
| P4_CAFs_H3K27ac | 23963310           | 95.57%                        | 18005737                    | 75.14%                       |
| P4_CAFs_H3K4me1 | 24816689           | 94.05%                        | 19431091                    | 78.30%                       |
| P5_NFs_H3K27ac  | 22888257           | 55.39%                        | 8299480                     | 36.26%                       |
| P5_NFs_H3K4me1  | 32699042           | 57.60%                        | 15042898                    | 46.00%                       |
| P5_CAFs_H3K27ac | 28769583           | 53.35%                        | 9882750                     | 34.35%                       |
| P5_CAFs_H3K4me1 | 30779098           | 60.26%                        | 14479107                    | 47.04%                       |
| P8_NFs_H3K27ac  | 32841930           | 43.71%                        | 9449082                     | 28.77%                       |
| P8_NFs_H3K4me1  | 12198827           | 60.62%                        | 5768923                     | 47.29%                       |
| P8_CAFs_H3K27ac | 27287888           | 46.81%                        | 9166586                     | 33.59%                       |
| P8_CAFs_H3K4me1 | 13777194           | 61.56%                        | 7004668                     | 50.84%                       |

How the deposited data were processed for this re-analysis (not part of the article)

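The deposited data used here are 2 tables of gene expression from 6 RNA-seq libraries of MRC5 cells, with 1 library per condition. The first table holds the empty vector control, JUN WT and JUN AA, and the second holds MRC5, iCAFs and iCAFs+JNKi. Conditions were taken from the sample labels and the paper, and all columns of the tables were matched to a library by name. The ChIP-seq, CUT&Tag and primary fibroblast data of the paper were not analysed here.

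The authors mapped the reads to hg19 with hisat2 at default parameters and computed the deposited FPKM per gene with StringTie. The FPKM values are scaled by exon length and by the mapped fragments of each library, and the paper's text does not name the annotation, the strand setting or the number of reads. Because FPKM are not counts, no count model was used. FPKM of overlapping genes, readthrough genes and gene families depend on how StringTie divided shared reads, and genes found to share exon bases on the annotation used are marked where they are named. Each table has 25370 rows and 25368 different symbols. For the 4 rows that share a symbol, the row with the highest mean was kept. In each table 28 symbols had been turned into dates by a spreadsheet and were left as they are.

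From these values, log2(FPKM + 1) differences were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 for 4 comparisons, each within its own table, because the tables were normalised separately. Counts, distributions and gene lists used genes with a mean FPKM of at least 1 over the 3 libraries of the table, and a change counted as 2-fold at a log2 difference of 1. VEGFC and IL1B were computed without this filter. With 1 library per condition there is no estimate of error, so no test between conditions was made. Neither the sequencing depth nor the precision of single values can be given. Single genes were described by their percentile among the 500 genes closest in mean log2 level of the libraries compared. Gene lists were described by the percentile of their median among the medians of 10000 random lists of the same size, drawn from genes outside the list within 20 bins of that mean level with a random seed of 7. The 5 main lists are families and markers written before the data were examined, and they differ from the gene sets of the paper's GSEA. A further list holds the genes with a log2 change of at least 1 in JUN WT and below 0.58 in JUN AA against control.

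Genes are named where the paper names them for fibroblasts, where they are among the 3 largest rises or 3 largest falls of a comparison at a mean of at least 5 FPKM, or where they are the largest change of their list. The rule was set before the data were examined, and names outside it are marked. Gene positions, transcript length and GC content come from GRCh37 with its GENCODE annotation. Length and GC content of the canonical transcript were found for 91.1% of the genes passing the filter in the JUN overexpression table and 90.4% in the JNKi table. The primer pairs were searched as exact matches in GRCh37, and the AP-1 heptamer within 50000 bp on each side of the amplicon.

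The procedure was tested on simulated data made from the means of the JUN overexpression table. Of 173 simulated genes with a change of at least 1.3 among 10345, 173 passed the 2-fold threshold, and 0 of 10150 unchanged genes did. As the simulated changes lay above the threshold, this checks the computation and not the error of real single libraries. Of 100 lists of 20 unchanged genes, 7 fell outside the 2.5 to 97.5 percentile range. The simulated noise was drawn for each gene separately, so this does not check lists whose genes change together. Such lists can reach an extreme percentile more easily than lists of unrelated genes. The alternatives set before the data were examined were a pseudocount of 0.1, FPKM rescaled to a sum of 1000000, changes centred on the median gene, summed rows of the same symbol, no filter, a filter of 5 FPKM, the mean over a list and random lists without matching. Removal of trends with transcript length and GC content, as the median change in 20 bins of each, was added after the data were seen. A value was taken to have moved when it changed by more than 0.25 on the log2 scale, 10 percentile points or 1.5 times for counts, limits chosen here, after the files had first been explored, because there are no replicates. Figures were drawn with matplotlib 3.10.9.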

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

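In this part, the removal of length and GC trends was a setting chosen after the data were seen. No other test was chosen after the value it measures was seen, although the patterns themselves were noticed first.

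Interferon-stimulated genes moved in opposite directions in the 2 JUN libraries. The pattern was noticed on 23 such genes and then measured on 35 others that had not been looked at, of which 34 passed the filter. Because the first genes included those with the largest falls, the second list leaves those out. Its median log2 change was 0.58 in JUN WT against control and -1.31 in JUN AA against control, with 29 of 34 genes higher in JUN WT and 33 of 34 lower in JUN AA. The difference between the 2 libraries was not tested, since each condition has 1 library. In JUN AA the median lay at a percentile of 0 among random lists, so the pattern does not rest on the choice of genes. With length and GC trends removed, a setting chosen after the data were seen, the median in JUN AA was -1.23 but that in JUN WT was 0.24. With changes centred on the median gene, the median in JUN AA was -1.30. The fall in JUN AA was larger with rescaled FPKM and reached -2.06 with a pseudocount of 0.1. The median gene in JUN AA was at -0.015 and the FPKM sum was largest there, so centring could change the fall little and rescaling could only enlarge it. Removal of trends subtracts the median change of genes with similar length or GC content. Among genes grouped by transcript length, those medians lay from -0.082 to 0.15 in JUN AA. Of all changes in JUN AA, the lower and upper quartiles were -0.33 and 0.33. Removing trends of this size could hardly cancel a median of -1.31, so none of these settings shows whether length or GC content contributed. The rise in JUN WT is less certain. It was 0.43 with changes centred, and the removal of trends, which also centres the changes, does not show how much of the further fall comes from length or GC content. IFNB1, which encodes interferon β, was at 0.38 FPKM in the control, 11.3 FPKM in JUN WT and listed at 0 in JUN AA. IFI6, the gene that fell most in JUN AA, was at 875 FPKM in the control, 2751 FPKM in JUN WT and 13.4 FPKM in JUN AA.

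A candidate explanation is that the cells responded to the adenovirus to a different extent in each culture. The median expression percentile of the 35 genes within a library was 81.0 in the control, 85.2 in JUN WT and 68.3 in JUN AA. In the separate table of uninfected cells, it was 66.7 in MRC5. JUN AA thus sits close to uninfected MRC5, as a weaker response to infection would give, and as a suppression of the response by JUN AA would give too. The amount of virus in each culture was not analysed here, and the fall cannot be told apart from either. The comparison of JUN WT with JUN AA is further affected by the 15.6-fold difference in JUN mRNA.

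Ribosomal protein genes, which the paper does not discuss, were higher in JUN AA than in the control. The median log2 change of 79 genes was 0.95, above every random list of matched expression, and 76 of the 79 were higher. In JUN WT against control it was -0.037. The median was 0.70 with length and GC trends removed, so these trends may account for part of the rise. Their removal subtracts only the median change of genes of similar length or GC content. A larger bias in these transcripts is therefore not excluded. With FPKM rescaled to the same sum the median was 0.64. Rescaling also moved the median of all measured genes from -0.015 to -0.29, so it lowered this list along with other genes. It does not explain why the list rose more than other genes. In iCAFs+JNKi against iCAFs the same list had a median of -0.30, at the 0.13 percentile, with 77 of 79 genes lower. In iCAFs against MRC5 it was at -0.07 and the 60.0 percentile. Reads shared with ribosomal protein pseudogenes were not tested, and the rise in JUN AA cannot be told apart from that or from other differences between single libraries.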

How the results depend on the processing

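No paired analysis was possible because each condition has 1 library and no test was made. For the same reason, the limits for calling a value moved, chosen after the files had first been explored, are 0.25 on the log2 scale, 10 percentile points and 1.5 times for a count. The depth of the libraries is unknown, which limits what can be said of genes with low FPKM such as IL1B in the JUN overexpression libraries.

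The values of VEGFC in JUN WT, in iCAFs and with JNKi, the fall of IL1B with JNKi, the myofibroblastic CAF marker list in JUN WT and with JNKi, and the JUN WT-induced genes with JNKi stayed within these limits under every alternative computed for them. VEGFC moved by no more than 0.16 in those comparisons, and most alternatives could move VEGFC and the fall of IL1B little. The JUN WT-induced genes were chosen again under each alternative that changes the log2 values or the filter. The limits admit the change of their median from -0.31 to -0.16. Summing rows of the same symbol changed no result beyond the limits, as few rows share a symbol. The setting without matching cannot move a median, only its percentile.

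With a pseudocount of 0.1, the log2 change of IL1B was 1.71 in JUN WT, 1.13 in JUN AA and 10.92 in iCAFs against MRC5, and the chemokine list in JUN WT was at 1.63. As IL1B was listed at 0 in the control and in MRC5, the pseudocount sets the size of its rises. With it, 1229 genes were at least 2-fold higher and 527 lower in JUN WT, 629 lower in JUN AA, 356 lower in iCAFs and 386 lower with JNKi. With FPKM rescaled to a sum of 1000000, VEGFC in JUN AA was at -0.31 and IL1B in iCAFs at 8.95. With this scaling 338 genes were higher and 957 lower in JUN AA, and 411 were higher with JNKi. The share of higher genes among those changed fell from 58.4% to 26.1% in JUN AA and rose from 53.3% to 62.7% with JNKi. With changes centred on the median gene, VEGFC in JUN AA was at 0.0017, 436 genes were higher in JUN WT and the inflammatory CAF marker list with JNKi was at 0.00044, at an unchanged percentile. The share of higher genes was then 45.5% in place of 67.1% in JUN WT and 64.0% with JNKi.

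Without a filter, the medians were 0.15 for the chemokine list and 0.061 for the cytokine list in JUN WT, and -0.17 and -0.016 for the same lists with JNKi. Without it the inflammatory CAF marker list with JNKi was at 0.031 and the 96.8 percentile. The cytokine list was at the 73.0 percentile in JUN WT and the 53.5 percentile with JNKi, and the IL-1 pathway list with JNKi at the 38.6 percentile. At a mean of at least 5 FPKM, 458 genes were higher in JUN WT, 128 lower in iCAFs, and 169 higher and 147 lower with JNKi. At this filter the IL-1 pathway list in JUN WT reversed to -0.031, at the 25.5 percentile, and the cytokine and inflammatory CAF marker lists in JUN WT were at the 62.9 and 65.6 percentiles. With JNKi the chemokine list was at -0.35 and the 4.54 percentile, inside the middle 95% of random lists, the cytokine list at -2.82 and the inflammatory CAF marker list at -0.41, at the 0.24 percentile. The chemokine list in JUN WT had too few genes for a value at this filter.

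As a mean over the list, the values with JNKi were -0.73 for chemokines, -0.89 for cytokines and -0.48 for inflammatory CAF markers, the last at a percentile of 0. The IL-1 pathway list with JNKi was then at the 0.04 percentile. Without matching, the inflammatory CAF marker list with JNKi was at the 49.8 percentile.

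With length and GC trends removed, an alternative chosen after the data were seen, 345 genes were higher in JUN WT, 288 higher and 255 lower in JUN AA, and 144 lower with JNKi. VEGFC in JUN AA was at 0.28, the inflammatory CAF marker list at the 99.6 percentile in JUN WT and at 0.014 with JNKi. Among single genes named in the text, CLEC3B in JUN WT reversed from -0.31 to 0.15 under this setting, and VIM in JUN AA from 0.10 to -0.21 with rescaled FPKM. Smaller values also changed sign while staying within the limits, such as JUN in iCAFs against MRC5, at -0.047 and up to 0.025. CLEC3B shares exon bases with EXOSC7 and VIM with an antisense gene. Of the values of other genes and lists, 86 moved under the alternatives set before the data were examined and 26 under the removal of trends. For all of these moves the cause was not tested.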

Differences from the paper's values

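No value stated in the paper's text is the same measure as a value computed here, since the paper reports enrichment scores for gene sets that were not used here.

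The paper states that JNKi did not affect the myofibroblastic CAF signature. The myofibroblastic CAF marker list used here had a median log2 change of 0.71 in iCAFs+JNKi against iCAFs, at the top of the random lists, and from 0.46 to 0.84 under the alternatives. None of them brought it within the random lists.

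The paper states that JNKi affected the inflammatory CAF signature. The list used here had a median of -0.10, at the 65.2 percentile. It was lower than nearly all random lists, as the paper's direction requires, when the mean over the list was taken, at -0.48, and when genes with a mean of at least 5 FPKM were used, at -0.41. Without a filter it was at 0.031 and the 96.8 percentile, in the other direction.

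The paper states that JUN WT enriched the inflammatory CAF and cytokine signatures. The inflammatory CAF marker list was at the 86.8 percentile and the cytokine list at the 96.4 percentile of random lists, both inside the middle 95%. The cytokine list rose to the 99.85 percentile with the mean over the list but was at the 73.0 percentile without a filter and the 62.9 percentile at a mean of at least 5 FPKM. With length and GC trends removed, a setting chosen after seeing the values, the lists reached the 99.6 and 99.98 percentiles. The inflammatory CAF marker list stayed within the random lists under the alternatives set before the data were examined.

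The paper states that the rise of IL1B was specific to JUN WT. IL1B was listed at 0.23 FPKM in JUN WT and 0.12 FPKM in JUN AA, against a listed 0 in the control. Values this low cannot show whether IL1B differed between JUN WT and JUN AA, and the alternatives do not bear on this.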

Other observations

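The tests of the myofibroblastic CAF markers were chosen after values of some of these genes were seen. The removal of length and GC trends was also chosen after the data were seen. The other tests were chosen before the values they measure were seen.

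Genes induced by JUN WT and not by JUN AA formed a list of 457 genes, chosen in the JUN overexpression table alone. In iCAFs+JNKi against iCAFs, the 435 of them that were measured had a median log2 change of -0.31, at a percentile of 0 among random lists, and 355 were lower. In iCAFs against MRC5 the same list had a median of -0.06, at the 47.1 percentile, so it was not raised in iCAFs as a whole. With length and GC trends removed, the list was chosen again from the changes without trends, so its genes differ from the 457. The percentile of that list with JNKi was also 0, at a smaller median of -0.16. Of the 457 genes, 25 are interferon-stimulated genes, and without them the percentile was also 0, with a median of -0.31 over 420 genes. As 420 of the 435 measured genes were kept, neither value could change much. It shows only that the fall is not confined to interferon-stimulated genes. One hypothesis for this fall is that the genes induced by JUN WT may depend on JNK activity in iCAFs. This may hold whether or not culture in MDA-MB-231 CM raised them. Effects of the inhibitor on other kinases and differences between single libraries were not tested, and the pattern cannot be told apart from them.

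Myofibroblastic CAF markers were higher in iCAFs+JNKi than in iCAFs. The median log2 change was 0.71, and it was 0.67 with length and GC trends removed, 0.81 with changes centred on the median gene and 0.58 without ACTA2. Leaving out 1 gene can move a median little, so the mean over the list was also taken, and it was 0.73 with ACTA2 and 0.63 without it. Most of the rise thus remained without the trends and without ACTA2. Centring could only raise the list, because the median gene was at -0.10, and does not bear on the cause. In the other direction of JUN activity, the median of the same list was -0.40 in JUN WT against control, but it was -0.59 in JUN AA against control as well. A fall shared with JUN AA may come from JUN without phosphorylation or from something else that sets the control library apart, and these libraries cannot separate these.

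Short transcripts were somewhat higher in JUN AA than in the control. Across genes, Spearman's rho of transcript length with change was -0.19, just short of the limit of -0.2 set beforehand, and it was -0.17 without the ribosomal protein genes. With 9314 of 9393 genes kept, rho could change little, so this value does not show whether those genes account for the relation. It lies between the limits set beforehand. In iCAFs+JNKi against iCAFs rho had the opposite sign, at 0.19. These values describe the relation and do not test its cause, so a length bias between libraries may contribute and cannot be told apart from a real effect.

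GC content went with the changes in both JUN libraries, with rho of -0.39 in JUN WT and -0.32 in JUN AA against the shared control, against -0.08 in iCAFs against MRC5 and -0.05 in iCAFs+JNKi against iCAFs. In JUN WT against JUN AA rho was -0.10. This value is just past the limit of 0.1 set for a bias of the control library alone. It is also close to the rho of -0.08 in iCAFs against MRC5, where that control is absent. Such a bias may thus account for most or all of the relation, and this value cannot decide which. An effect of both JUN viruses on genes with low GC content would give the same values.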
